# Phenylpropanoid methyl esterase unlocks catabolism of aromatic biological nitrification inhibitors

**DOI:** 10.1093/ismejo/wraf251

**Published:** 2025-11-13

**Authors:** Andrew Wilson, Elise Van Fossen, Ritu Shrestha, Andrew Frank, Valentine Trotter, Henri Baldino, Brenton Poirier, Young-Mo Kim, William Nelson, Tuesday Simmons, Devin Coleman-Derr, Adam Deutschbauer, Robert Egbert, Joshua Elmore

**Keywords:** microbiology, microbial genetics, nitrification, metabolic pathways, bacteria, rhizosphere, catabolism, biological nitrification inhibition, bacterial physiology, genetic engineering

## Abstract

Microbial nitrification of fertilizers represents is a significant global source of greenhouse gas emissions. This process increases emissions, fosters toxic algal blooms, and raises crop production costs. Some plants naturally release biological nitrification inhibitors to suppress ammonium-oxidizing microbes and reduce nitrification. Engineering nitrification inhibitor production into food and bioenergy crops via synthetic biology offers a promising mitigation strategy, but its success depends on addressing gaps in our understanding of inhibitor degradation in soil. This study begins to fill this gap by identifying a previously unknown microbial pathway for degrading phenylpropanoid methyl esters, a key class of aromatic nitrification inhibitors. Using transcriptomics and high-throughput functional genomics, we discovered genes essential for phenylpropanoid methyl ester degradation. Genetic and biochemical analyses revealed two novel enzymes, including a newly identified phenylpropanoid methyl esterase, that direct phenylpropanoid methyl esters into known metabolic pathways. Importantly, transferring these genes into bacteria capable of metabolizing other phenylpropanoids enabled them to use the methyl esters as a carbon source. This work provides critical insights into microbial nitrification inhibitor degradation, a poorly understood element of the nitrification cycle.

## Introduction

Agriculture is a major source of greenhouse gas (GHG) emissions [1]. Although application of N-fertilizers increases crop yields [2], a large proportion of applied N-fertilizer is ultimately lost to the atmosphere as N_2_O, a potent GHG (Fig. 1) [3, 4]. Nitrifying microbes catalyze the oxidation of reduced forms of nitrogen (NH_3,_ NH_4_^+^) into nitrate (NO_3_^−^) and NO_3_^−^ is converted to the potent GHG N_2_O by denitrifying bacteria that are widely prevalent in soil [5]. One approach to mitigate these losses is to limit the application of chemical fertilizers. Engineered microbial and plant [6] systems can be deployed in agricultural soils to enhance fixation of elemental nitrogen (N_2_) into biologically available nitrogen (NH_3_) [6–11]. Supplementing soils with engineered N_2_-fixing bacteria can substantially reduce chemical N-fertilizer requirements for robust crop yields and thus indirectly address nitrification.

**Figure 1:**
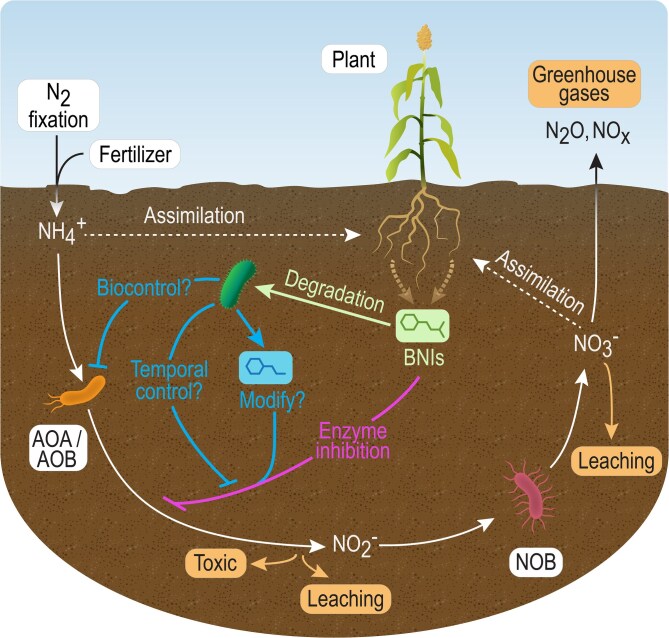
Biological inhibition of the nitrification cycle. AOA, AOB, and nitrite oxidizing bacteria convert excess N in the soil into forms that leach into soils and are released as nitrogenous GHGs. Plant roots exude BNI chemicals to prevent loss of soil nitrogen. The primary known BNI mode-of-action is the inhibition of ammonia oxidizing enzymes. A more complete understanding of the nitrogen cycle requires investigation of microbes capable of consuming BNIs. Microbial degradation of BNIs has the potential to restore nitrification. In contrast, some BNIs may function as growth substrates for microbes that interfere with AOA/AOB growth (i.e. biocontrol).

A second approach to reduce nitrification in agriculture is the co-application of chemical or biological nitrification inhibitors (BNIs) with fertilizers [12, 13]. Though the inhibition mechanisms of these compounds are not generally understood, their application prevents growth of ammonia oxidizing archaea (AOA) and bacteria (AOB). Canonically, nitrification inhibitors are thought to inhibit activity of the highly conserved ammonium oxidase (AMO) and hydroxylamine oxidoreductase (HAO) nitrification enzymes present in limited AOA and AOB lineages. Purified BNIs can be applied exogenously or delivered into the soil directly by plants, or potentially engineered microbes, to improve plant nitrogen use efficiency [14]. Many plants natively secrete BNI compounds and an increasing number of plants—including rice, maize, and sorghum [15–18]—have been found to produce chemically distinct BNI. These BNI compounds include phenolics, lipophilic benzoquinones, terpenes, benzoxazinoids, and diols [16–18]. Advances in synthetic biology have enabled microbe and plant engineering to produce chemicals similar to BNIs (e.g. *p-*coumarate, terpenes) [19–21]. An improved understanding of BNI modes-of-action and mechanisms of microbial BNI degradation will likely advance nitrification reduction by guiding strategies for engineering BNI processes and help determine effective approaches to apply BNI.

Current methods to identify BNIs fall short of mechanistic understanding to drive engineering solutions. Measurements of ammonium and nitrate in soils supplemented with BNI compounds [22], indirect whole cell *in vitro* assays [23], and microbial abundance assays (e.g. 16s rRNA gene sequencing) do not provide direct mechanistic evidence of the processes driving biological nitrification inhibition [22]. The indirect nature of these nitrification assays can lead to incorrect conclusions that BNI compounds function exclusively through inhibition of AMO or HAO enzyme activity rather than disrupting other cellular functions. The chemical diversity of BNI compounds and knowledge that these compounds have other functions in the environment [24, 25] (e.g. herbicidal activity of the BNI sorgoleone [25]) suggests that BNI compounds may have additional physiological functions or may target other critical enzymes produced by AOA/AOB [17]. Plants respond to stress conditions by exuding compounds into the rhizosphere that encourage growth of microbes with beneficial functions (e.g. N-fixation, antifungal activity) [26–28]. Similarly, exuded BNIs may perform secondary functions, such as encouraging growth of microbes that directly or indirectly inhibit growth of ammonium oxidizing microbes (Fig. 1).

Another key challenge in understanding nitrification is our limited knowledge of BNI degradation, which limits predictions of the efficacy of specific BNIs in a soil ecosystem. BNIs are subject to mineralization in the environment and their degradation dynamics have been observed to vary across ecosystems [29]. For example, genes that encode enzymes involved in the degradation of sorgoleone are abundant in *Streptomyces* strains isolated from the rhizosphere of *Sorghum bicolor*, but are rare in related strains from the rhizosphere of *Populus trichocarpa* [30]. Although the presence of such genes in a metagenome could provide useful insights for applying specific BNIs, the enzymes responsible for BNI degradation remain largely unidentified.

In this study, we advance the understanding of BNI degradation by identifying two environmental bacteria that catabolize phenylpropanoid methyl esters (PPMEs)—a class of phenolic BNI produced by multiple plants [15, 24, 31]—for growth. PPME act as biological nitrification inhibitors [15, 31]. However, their mechanisms of action and their production and degradation processes remain poorly understood. Pseudomonads are ubiquitous in soil and rhizosphere environments where they frequently encounter phenylpropanoids such as *p-*coumarate in plant root exudates and decomposing plant biomass. Many environmental pseudomonads use phenylpropanoids as carbon sources to support growth [32–34], which led us to investigate their ability to utilize PPMEs as growth substrates.

Using a combination of genome-wide transposon mutagenesis fitness assays and transcriptomics, we discovered and characterized a metabolic pathway that is responsible for PPME degradation. Additionally, we identified a novel enzyme that performs the initial step in PPME catabolism. This step permits PPMEs to flow into a known pathway for phenylpropanoid metabolism. Finally, we transferred this metabolic pathway into multiple soil bacteria to demonstrate heterologous PPME catabolism. Our findings uncover the molecular mechanism behind PPME degradation, provide functional annotations for genes encoding the enzymes involved, and demonstrate the capacity for broad adoption of PPME catabolism by pseudomonads through horizontal gene transfer. These annotations will pave the way for sequencing-based methods to predict a microbiome’s ability to rapidly degrade this class of BNIs.

## Materials and methods

### General culture conditions & media

Strains and plasmids used are listed in Supplementary Table S1. Routine cultivation of *Escherichia coli* for plasmid construction and maintenance was performed at 37°C using LB medium supplemented with 50 *μ*g/ml kanamycin sulfate or 50 *μ*g/ml apramycin sulfate and 15 g/l agar (for solid medium). Routine cultivations for all *Pseudomonas* strains were performed at 30°C with 200 rpm shaking. These routine cultivations were performed using in LB medium for all strains other than TBS10 and Super Optimal Broth (SOB) [35] for TBS10. The defined mineral medium MME (MOPS medium enhanced) was used for cultivation assays. MME is buffered by 20 mM MOPS (3-(N-morpholino)propanesulfonic acid) to a pH of 7, lacks carbon sources, and includes ammonium chloride as a nitrogen source. The specific composition of MME has been described in detail previously [36]. Other than glucose, all carbon sources were used at 2.5 mM. Glucose was used at either 10 mM (growth assays and RNAseq cultures) or 5 mM (fitness assays).

### Plasmid construction

PCR amplification for plasmid construction used Q5 DNA polymerase (NEB) and Eurofins Genomics primers. Colony PCR used OneTaq (NEB). Plasmids were built via using NEBuilder HiFi DNA Assembly Master Mix (NEB) or using T4 DNA ligase (NEB) and transformed into NEB 5-alpha F’I^Q^ using standard *E. coli* protocols. PCR template DNA from *Pseudomonas fluorescens* SBW25 or *Pseudomonas* sp. TBS28 was extracted using using Zymo Quick gDNA miniprep kit (Zymo Research). Gel extractions and PCR purifications used Zymoclean Gel DNA recovery kit (Zymo Research), plasmid preps used GeneJet plasmid miniprep (ThermoScientific) or ZymoPURE kits (Zymo Research), and sequences were verified via Sanger sequencing (Eurofins). Plasmids are in Supplementary Table S1 and DNA maps in Supplementary File F1.

### Pseudomonad strain construction

Genome edits used allelic exchange (gene deletions and poly-*attB* cassette insertion) or integration of nonreplicating plasmids (expression cassette insertion) with methods described previously [36–39]. Plasmids for expressing PFLU3311, PFLU3296, or PFA28_2292 were integrated into host chromosomes using Bxb1 integrase. Briefly, Bxb1 integrase unidirectionally recombines DNA between a cognate *attB* and *attP* sequences. Expression plasmids each harbor a Bxb1 *attP* sequence, and the engineered variants of *Pseudomonas putida* KT2440 (JE90), *P. fluorescens* SBW25 (JE4621), *Pseudomonas fredericksbergensis* TBS10 (JE5041), and *Pseudomonas* sp. TBS28 (RS175) used here contain a Bxb1 *attB* sequence. Strains JE90, JE4621, and JE5041 were produced previously [38, 39]. A poly-attB site containing 10 distinct *attB* sequences was integrated downstream of *ampC* (PFA28_1309) to generate RS175. Strain construction was verified using colony PCR. Mutant strains and the plasmids used to generate them are listed in Supplementary Table S1, respectively. Primers are listed in Supplementary Table S2.

### Plate reader growth assays

Freezer stocks were revived in SOB or LB medium, then inoculated into MME with 10 mM glucose for starter cultures. These carbon-limited cultures were incubated (30°C, 200 rpm) to stationary phase, ensuring normalized inoculum and no residual carbon source. Growth assays were performed in clear 48-well plates (Greiner Bio-One) containing 600 *μ*L MME + carbon sources in each well. Plates were incubated at 30°C, 548 rpm in BioTek Neo2SM or Synergy H1 plate readers with OD600 readings taken every 10 min. Plots are representative curves from three biological replicates.

### Randomly barcoded transposon sequencing fitness assays

Randomly barcoded transposon sequencing (RB-TnSeq) is a method used to measure the abundance of strains with transposon insertions and assess gene fitness in a competitive growth assay [40]. To evaluate the fitness of a gene under specific experimental conditions, the cumulative barcode counts for strains associated with that gene (independent transposon insertions) are compared before and after growth selection. A fitness score is determined by the log_2_ fold-change in cumulative mutant abundance during growth (typically lasting 6 to 8 generations) as determined by barcode sequencing. The fitness score of a gene is used to infer how important the gene is for growth in the experimental condition.

RB-TnSeq was performed and analyzed according to the protocols described previously [40]. Briefly, glycerol stocks of mutagenized *P. fluorescens* JE4621 libraries were recovered by cultivation in LB media to an OD_600_ of 0.5. The resulting mutant library was adapted to the defined MME by cultivation in an MME variant containing 5 mM glucose, 5 mM citrate, and 15 mM acetate as the growth substrates. Adaptation enables minimizes changes in mutant abundance that are associated transition from complex LB medium to defined MME medium. The adapted cells were washed in MME without a growth substrate to remove residual growth substrates from the prior cultivation and resuspended to an OD_600_ of 2. Aliquots of washed cells were stored at −80°C as T = 0 samples. Competitive growth assays were performed by inoculating MME containing various carbon sources with washed cells to an OD_600_ of 0.02 followed by cultivation in 24-well plates at 30°C, 700 rpm (2 mM orbital) until stationary phase. Cells were harvested for amplicon sequencing and barcode quantification as described previously [40]. Fitness data are in Supplementary File F1 and barcoded transposon insertion sites are in Supplementary File F3. Code for analyzing RB-TnSeq data is available at https://bitbucket.org/berkeleylab/feba. Raw sequence data and processed fitness values are available from http://genomics.lbl.gov/supplemental/rbarseq/ along with scripts for reproducing all of our results.

### Transcriptomics experiments and differential expression analysis

*P. fluorescens* SBW25 was cultured at 30°C in 50 ml MME medium supplemented with either 10 mM glucose or 5 mM MHPP (methyl 3-(4-hydroxyphenyl)propionate) in a 250 ml Erlenmeyer shake flask at 30°C, 200 rpm shaking and harvested mid-exponential growth phase (OD_600_ = ~0.2) by centrifugation (~16 000 × g, 2 min, 4°C). Supernatants were quickly decanted, and cell pellets were frozen rapidly in liquid nitrogen prior to storage at −80°C. Four samples were prepared for each condition. Cell pellets were submitted to the company GeneWiz, a subsidiary of Azenta Life Sciences, for RNA extraction, ribosomal RNA depletion and RNA sequencing.

After Illumina sequencing, RNA-seq reads were mapped to the *P. fluorescens* SBW25 reference genome (NC_012660) using the Geneious for RNA-seq mapping workflow in the Geneious Prime software package. Read count per annotated gene was calculated for each treatment and replicate, as well as fragment per kilobase million, a common normalization technique. We then used the implementation of the DEseq2 R-package that is built into Geneious to calculate differential gene expression. DESeq2 calculates log-fold change in expression and allows comparison between treatments [41]. We had four replicates per treatment. Differential expression data, DEseq2 output, can be found in Supplementary File F2. RNAseq data were deposited in the Gene Expression Omnibus under accession number GSE228022.

### Phylogenetic analysis of protein sequences

Protein sequences from functionally validated enzymes and other representative uncharacterized proteins were obtained from GenBank. Protein sequences were aligned through the Aliview (v1.26) alignment viewer and editor [42] using mafft (v7.453) [43] with the –localpair option and a maximum of 1000 iterations. The tree was constructed using FastTree [44] and visualized using FigTree (http://tree.bio.ed.ac.uk/software/figtree/).

### Recombinant expression and protein purification

Recombinant Pme (PFLU3311) protein expression and purification performed was using standard Immobilized Metal Affinity Chromatography workflows as described previously [45] with the following modifications. Cultures for protein expression were grown using *E. coli* BL21(DE3) colonies harboring pEVF-SBP1-P2, an expression vector for His_6_-tagged Pme. Protein concentration was determined by absorbance at 280 nm and flash-frozen with liquid nitrogen and stored at −80°C until needed.

### Methyl esterase enzyme assays

Enzyme activity assays were conducted in triplicate under two conditions: with and without the addition of purified enzyme (500 nM). Each reaction mixture was prepared using 500 *μ*L of 25 mM ammonium bicarbonate buffer (pH 7.5), supplemented with one of the substrates—MHPP, methyl trans-p-coumarate, methyl cis-p-coumarate, or methyl ferulate—at a final concentration of 5 mM. The samples were incubated at 25°C for 1 h. To terminate the reactions, a 3-kDa MWCO Vivaspin concentrator was used to separate proteins from the reaction mixtures. The resulting filtrates were diluted 100-fold in distilled water for subsequent analysis via liquid chromatography-mass spectrometry (LC–MS).

### Liquid chromatography—mass spectrometry analysis of enzyme assay products

Ten microliters of sample was injected, and analytes were separated on a ZORBAX Extend C18 Column (2.1 × 150 mm; 1.8 *μ*m) maintained at 24°C with a flow rate of 300 *μ*L min^−1^. The mobile phase, comprising water with 0.1% formic acid (A) and acetonitrile with 0.1% formic acid (B) was held at 95% A for the first 1.12 min, ramped to 99.5% B at 6.4 min, and held at 99.5% until 10 min. The mobile phase was held at 95% A for 2 min following data acquisition for post-run conditioning. Data were acquired with a Waters Xevo G2 QTof using positive ionization to detect ferulate, methyl ferulate, and MHPP, and negative ionization for *p*-coumarate, methyl coumarate, and phloretate. Conditions in the spray chamber were as follows: 80°C source temperature; 150°C desolvation temperature; 600 L h^−1^ desolvation gas flow; and 40 V cone voltage. A capillary voltage of 2.5 kV was used, and mass spectra were continuously recorded within a m/z 50–1200 range. Compounds were identified by comparison with authentic standards and chromatograms were displayed with base peak intensity (BPI), or total ion current.

## Results

### Select environmental bacteria can use phenylpropanoid methyl esters as a growth substrate

We initially evaluated the ability of multiple environmental pseudomonads to grow PPMEs as growth substrates. These included four well studied strains: *P. fluorescens* SBW25 [46], *P. putida* KT2440 [47], *Pseudomonas protegens* Pf-5 [48], and *Pseudomonas stutzeri* DSM4166 [49]. We also evaluated three recently isolated endophytes from *S. bicolor* [50], a plant known to produce multiple BNIs, including methyl 3-(4-hydroxyphenyl) propionate (MHPP)—the first PPME identified as a nitrification inhibitor [15]. Strain TBS10 was previously classified as *Pseudomonas frederiksbergensis* [39], but strains TBS28 and TBS49 lacked sufficient similarity with existing species to assign species-level classification [50]. TBS49 is related to the *P. putida* group, and we refer to it as *Pseudomonas* sp. TBS49. Using the Genome Taxonomy Database [51], we identified strain TBS28 as a member of a currently unnamed *Pseudomonas* species. For simplicity, we will refer to each strain by its identifier (e.g. TBS28).

We evaluated whether each strain could grow on glucose or *p-*coumarate, a model phenylpropanoid, as sole growth substrates to investigate carbon utilization capabilities. As expected, each strain grew robustly with glucose, but only *P. putida*, *P. fluorescens*, *P. frederiksbergensis*, and TBS28 were able to consume *p-*coumarate (Fig. 2A). Genome analysis revealed that these four strains possess genes encoding a known pathway for *p-*coumarate degradation (Supplementary Fig. S1). The phenylpropanoid *p*-coumarate is commonly detected in plant root exudates and shares structural similarity to PPMEs (Fig. 2B), and thus the capacity to degrade *p-*coumarate could indicate potential for PPME metabolism.

**Figure 2:**
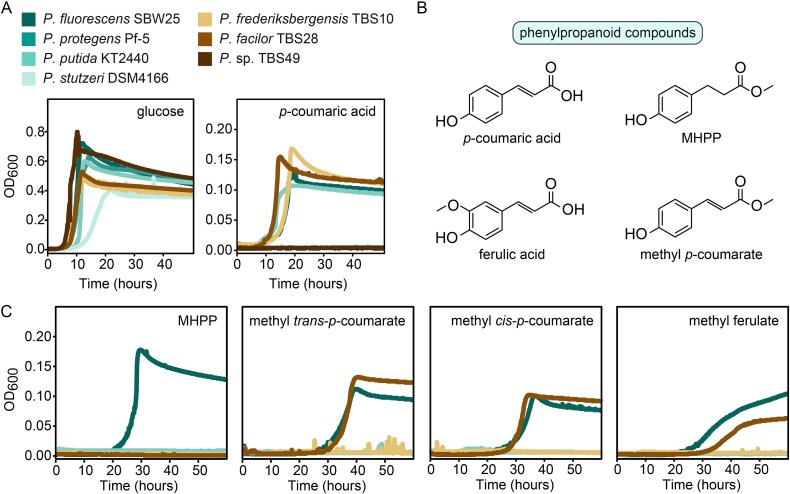
A subset of environmental Pseudomonas isolates can utilize PPMEs as carbon sources. Microtiter plate cultivation assays comparing growth of environmental pseudomonads using (A) two control carbon sources and (C) four PPMEs. Structures of phenylpropanoids are shown in panel (B). Experiments in panel C only include the four pseudomonads that grew with *p-*coumaric acid in panel a. assays were performed with MME medium containing either 10 mM (glucose) or 2.5 mM (all others) of the indicated carbon sources. Each panel contains a single representative curve from one of three biological replicates.

To further assess PPME utilization, we evaluated these four strains for their ability to grow using four distinct PPMEs as growth substrates, as well as the related phenylpropanoid phloretate (Fig. 2C, Supplementary Fig. S2). The PPMEs tested include methyl *p*-coumarate, methyl ferulate, and MHPP. Phloretate is a potential intermediate of MHPP catabolism and thus the ability to utilize it as a growth substrate was tested as well. Among the strains, *P. fluorescens* could use all tested compounds as growth substrates. Although TBS28 used two of the PPMEs, it could not consume MHPP or phloretate. *P. frederiksbergensis* and *P. putida* were unable to use any of the PPMEs, but *P. putida* was able to utilize phloretate as a growth substrate.

Given its ability to consume all tested PPMEs and phloretate, *P. fluorescens* was selected as a model to investigate the metabolic pathway underlying PPME degradation. Established genetics for this strain provides a testbed to elucidate how these compounds are processed in microbial communities and how they influence nitrification inhibition and microbial coexistence in soil ecosystems.

### Genome-wide fitness assays in *P. fluorescens* reveal critical genes for use of methyl 3-(4-hydroxyphenyl) propionate as a growth substrate

To identify genes involved in catabolism of PPMEs, we employed high-throughput RB-TnSeq [40]. This method enables the quantification of each gene’s contribution to fitness in tested conditions by measuring changes in the relative abundance of genetically barcoded gene disruption mutants within a pooled population. Genes with large negative fitness values (< −1.8), or low fitness scores, are generally important for growth in the test condition [40, 52, 53], but genes with large positive fitness values (>1.8), or high fitness scores, indicate that elimination of the encoded protein improves growth [54, 55]. For this study, we generated a barcoded transposon mutant library in *P. fluorescens* JE4621, which is a SBW25-derivative containing a genome integrated poly-*attB* cassette that enables use of serine recombinase-assisted genome engineering [39]—a tool we routinely utilize for genetic manipulation of bacteria.

We profiled the RB-TnSeq mutant library to assess fitness during growth on PPMEs, phenylpropanoids, and control carbon sources. These include MHPP, ferulate, *p*-coumarate, 4-hydroxybenzoate (an intermediate in degradation of *p-*coumarate), and glucose (a structurally unrelated carbon source). Between 82 (glucose) and 271 (MHPP) genes were identified with low fitness scores across the conditions (Supplementary File F1). When MHPP was used as a carbon source, we observed far more genes (271 genes) with low fitness scores than on any other carbon source (82 to 132 genes). With the exception of MHPP (56 genes), genes with high fitness scores were relatively rare (0 to 18 genes) for all carbon sources.

To refine a target set of genes critical for PPME catabolism, we integrated the fitness data from RB-TnSeq with expression data from RNAseq experiments. Typically, RB-TnSeq identifies a small subset of genes that are uniquely involved in catabolism of a specific carbon source by comparing fitness values across multiple growth substrates. For MHPP, the large number of genes that influenced fitness during growth made it impractical to individually evaluate each gene for roles in MHPP catabolism. These results suggest that PPMEs may have physiological effects beyond providing a growth substrate, such as introducing toxic products from metabolism or inducing regulatory impacts on cellular physiology. By combining genome-wide fitness assays with differential transcriptomics, we aimed to isolate genes specifically involved in PPME catabolism from those related to broader cellular responses to the compounds.

### Combining randomly barcoded transposon sequencing and RNAseq refines candidate genes for phenylpropanoid methyl ester catabolism

To identify highly expressed genes during MHPP consumption, we performed RNAseq on *P. fluorescens* cells grown on glucose or MHPP as the growth substrate. 

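RNA was sequenced from 4 cultures grown on MHPP, a phenylpropanoid methyl ester, and 4 grown on glucose, each culture being 1 biological replicate. The cells were *P. fluorescens* SBW25, a plant-associated soil bacterium. Cultures of 50 ml in 250 ml flasks were shaken at 200 rpm and 30°C and harvested at an OD_600_ of about 0.2. The glucose concentration was 10 mM. For MHPP the transcriptomics methods of the paper give 5 mM. The general media methods give 2.5 mM for all carbon sources other than glucose, and the sample records also give 2.5 mM. Ribosomal RNA was depleted and the libraries did not keep the strand of the transcript, so reads of overlapping or antisense genes could not be separated. The authors mapped the reads to the SBW25 genome in Geneious Prime, counted reads per gene, and compared the substrates with the DESeq2 implementation in that package. The authors' deposited table holds, for each of 6060 genes, the mean normalized count over the 8 libraries (base mean), the log2 fold change of MHPP over glucose, its standard error, a Wald statistic, a p-value and an adjusted p-value. It has no value per library, so the depth of each library is not known here, and no replicate could be examined on its own. The base means sum to 4407724 normalized counts with a median of 148 over the 6000 genes with a p-value. A base mean of at least 10 was reached by 5564 genes and of at least 100 by 3572 genes, while 32 genes had no reads in any library. A further 28 genes have a fold change and no p-value. From these columns, 95% intervals of the log2 fold change were computed from its standard error with a normal reference. The mean normalized count on each substrate was computed from the base mean and the fold change for 4 libraries against 4. The spread between cultures, as a coefficient of variation, was computed from the standard error. That standard error comes from a model fitted over all genes, so the spread is the one assumed by the model for both substrates. A one-sided Wald test then asked whether a change exceeded 8-fold given its error, with Benjamini-Hochberg adjustment over the genes with a p-value. Genes are listed under RefSeq locus tags. PFLU tags were taken from Supplementary File F2, of which the first 1999 of 6060 genes were held, and 1938 of these carry a PFLU tag. For the genes of Table 1 the pairing used the printed log2 fold changes: 16 of 16 match their row to 2 decimals, and 13 of these values occur once in the whole table. PFLU3301, PFLU3307 and PFLU3308 share their printed value with other genes and were placed by the unbroken run of rows they stand in. Product names and fitness values came from Supplementary File F1, of which the first 1652 of 5385 genes were held.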

A total of 43 genes were upregulated by at least 8-fold in MHPP-grown cultures compared to glucose-grown cultures (Supplementary File F2, Supplementary Fig. S3). 

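In the authors' deposited table, 70 genes had a log2 fold change of at least 3 (8-fold) with an adjusted p-value under 0.05. Their median log2 fold change in the authors' deposited table was 3.59, with a median standard error of 0.27. The spread between cultures computed from these errors had a median of 23.5%. Many of the 70 genes lay close to the threshold, and the 95% interval of 36 of them reached below 8-fold. In the one-sided Wald test, 26 genes exceeded 8-fold beyond their error at an adjusted p-value under 0.05. Of these 26 genes, 13 belong to PFLU3296 to PFLU3311 and 9 to PFLU1362 to PFLU1371 or PFLU1510. Of the 70 genes, 8 had a base mean under 100. The fold threshold moved the count most, to 204 genes at 4-fold. When each log2 fold change was shrunk toward 0 according to its error, with a normal prior fitted to all genes, 43 genes stayed at or above 8-fold, each of them among the 70. That count depended on the width of the prior and was 45 with a width matched to the upper 5% of log2 fold changes, a setting chosen after seeing the data. Fixed widths from 0.7 to 1.2, also chosen after seeing the data, gave 35 to 49 genes. After shrinking, 13 of the 16 genes of Table 1 lay further from their printed value than their standard error.

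**Figure D1:**
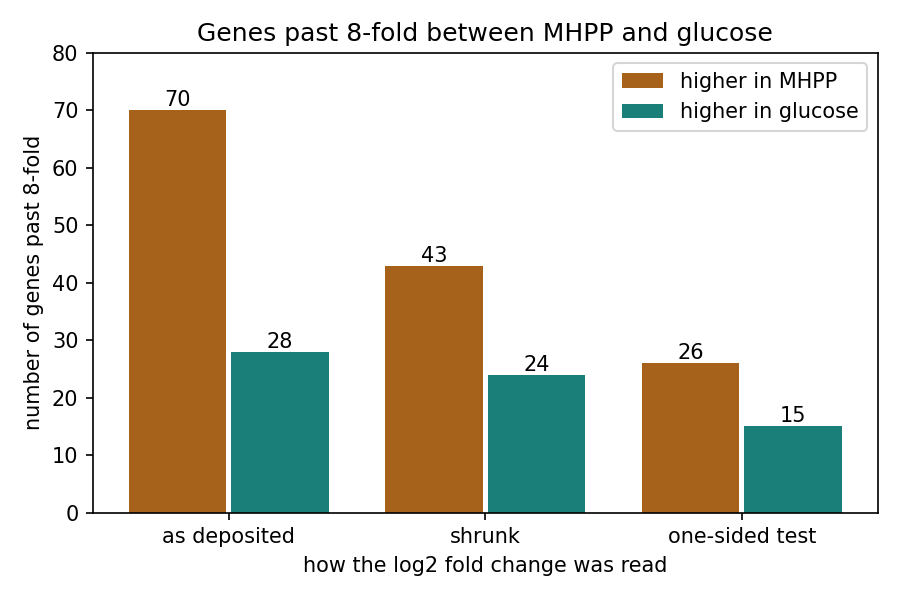
Number of genes past 8-fold between MHPP and glucose cultures (y-axis), by how the log2 fold change was read (x-axis): as deposited by the authors, shrunk toward 0 according to its error, or by a one-sided Wald test beyond 8-fold. Brown bars are genes higher in MHPP and teal bars genes higher in glucose, and the brown bars fall from 70 through 43 to 26.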

Genes in the *ech* gene cluster (PFLU3296-3303), which encode enzymes involved in the initial steps of *p-*coumarate catabolism, were highly expressed when MHPP was the growth substrate (Table 1). In addition, we identified a neighboring cluster of genes (PFLU3304-3311) that was highly expressed in MHPP-grown cells (Table 1, Supplementary Fig. S4b). 

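In the authors' deposited table the 8 genes PFLU3296 to PFLU3303 had a median log2 fold change of 7.94, from 3.17 to 8.40, and the largest adjusted p-value among them was 6.2e-42. The mean normalized counts computed for these genes lay between 29.6 and 125 in glucose and between 508 and 38344 in MHPP, which are ratios of 9.01 to 338. The computed spread between cultures was 8.73% to 20.6%, small beside these ratios. The highest level was that of PFLU3300 (*ech*, *p*-hydroxycinnamoyl CoA hydratase/lyase), and the largest ratio that of PFLU3299 (*vdh*, vanillin dehydrogenase). The 95% interval of PFLU3299 ran from 8.09 to 8.72 and that of PFLU3300 from 8.04 to 8.47, and PFLU3302 (OprD family porin) had the interval 7.82 to 8.80, so the order of these genes is not resolved by the error. For PFLU3298 (*fcs*, feruloyl-CoA synthase) the interval was 7.84 to 8.34. PFLU3301, the MarR family regulator, was the exception in this cluster, with an interval of 2.72 to 3.62 that includes 8-fold. The other 7 genes exceeded 8-fold beyond their error in the one-sided Wald test. Among all 6053 windows of 8 neighbouring genes in the table, the window PFLU3296 to PFLU3303 had the highest median. Outside PFLU3296 to PFLU3311 the highest window median was 5.08, at PFLU1359 to PFLU1366 and equally at the overlapping window PFLU1362 to PFLU1369. Together the 8 genes took 0.0137% of the normalized counts in glucose and 3.30% in MHPP.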

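For PFLU3304 to PFLU3311 the median log2 fold change in the authors' deposited table was 6.75, from 2.46 to 8.14, with a largest adjusted p-value of 3.2e-39. Mean normalized counts computed for the 8 genes were 8.49 to 212 in glucose and 753 to 7197 in MHPP. The computed spread between cultures was 10.3% to 23.1%. PFLU3311 (*pme*, serine hydrolase) rose from 34.7 to 7197 normalized counts, a ratio of 207, with a 95% interval of 7.34 to 8.05 on the log2 scale. PFLU3310 (hypothetical protein) rose from 22.0 to 6212 normalized counts. Its interval of 7.71 to 8.57 overlaps that of PFLU3311. For PFLU3306 (benzaldehyde dehydrogenase) the interval was 6.47 to 7.50 and for PFLU3305 (SDR family oxidoreductase) 5.13 to 6.19. Both regulators of the cluster changed less than the enzymes. PFLU3307 had an interval of 2.15 to 2.89 and PFLU3308 (*pmeR*) of 2.23 to 2.69, each wholly under 8-fold and wholly above 0. The other 6 genes exceeded 8-fold beyond their error. The window PFLU3304 to PFLU3311 ranked 8 among the windows of 8 neighbouring genes. Every window ranked above it overlaps PFLU3296 to PFLU3311, since the highest median outside these genes was 5.08. The 5 genes on each side of PFLU3296 to PFLU3311 had a median log2 fold change of 1.17 in the authors' deposited table, from 0.10 to 2.35.

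**Figure D2:**
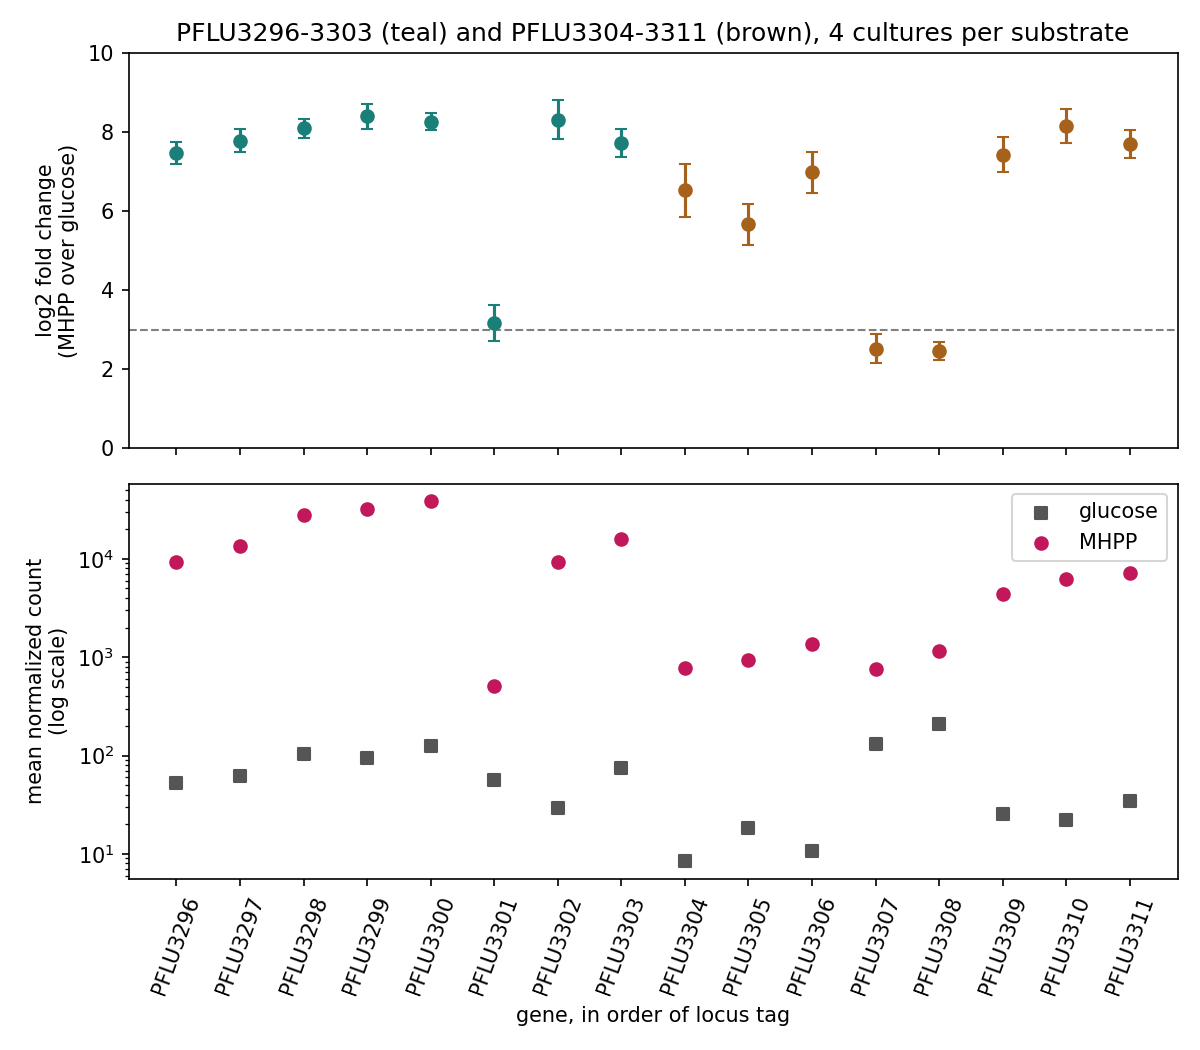
Upper panel: log2 fold change of MHPP over glucose (y-axis) for the genes PFLU3296 to PFLU3303 (teal) and PFLU3304 to PFLU3311 (brown) in order of locus tag (x-axis), with 95% intervals as bars and the 8-fold threshold as a dashed line. Lower panel: mean normalized count on a log axis in glucose (grey squares) and MHPP (pink circles), where PFLU3301, PFLU3307 and PFLU3308 show the smallest gaps.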

The *ech* gene cluster is highly conserved among the four *p-*coumarate consuming pseudomonads we evaluated, both in protein sequence (Supplementary Table S3) and gene synteny (Supplementary Fig. S4a). However, the second gene cluster is only partially conserved between *P. fluorescens* and the sorghum isolates and is completely absent in KT2440 (Supplementary Fig. S4b). This cluster includes genes predicted to encode two putative oxidoreductases, a serine hydrolase, multiple transcription factors, several transporters, and two hypothetical proteins.

**Table 1:** Differential expression values and fitness values for genes in the p-coumarate and adjacent gene cluster.

Locus tag	Annotated function	Log2 fold change (MHPP vs. glucose) in expression	Glucose mean fitness	*p*-coumarate mean fitness	Phloretate mean fitness	4-HB mean fitness	Ferulate mean fitness	Methyl *p*-coumarate mean fitness	MHPP mean fitness
PFLU3296 (*pcd*)	Acyl-CoA dehydrogenase	7.47	−0.091	−0.150	−4.475	−0.206	−0.157	−0.202	−5.092
PFLU3297	Thiolase family protein	7.78	−0.058	0.036	−2.962	−0.064	−0.181	0.226	−4.196
PFLU3298 (*fcs*)	Feruloyl-CoA synthase	8.09	0.130	−3.411	−4.670	0.323	−2.061	−2.461	−5.189
PFLU3299 (*vdh*)	Vanillin dehydrogenase	8.40	0.015	−3.936	−5.676	0.252	−2.815	−2.89725	−5.830
PFLU3300 (*ech*)	*p*-hydroxycinnamoyl CoA hydratase/lyase	8.26	−0.097	−3.953	−4.491	−0.084	−3.875	−2.23375	−5.190
PFLU3301^a^	MarR family transcriptional regulator	3.17	—	—	—	—	—	—	—
PFLU3302	OprD family porin	8.31	−0.009	3.421	0.155	0.091	5.020	−0.129	−0.749
PFLU3303 (*mhpT*)	3-(3-hydroxy-phenyl)propionate transporter	7.73	−0.022	0.013	−0.092	−0.013	−0.029	−0.32725	−1.194
PFLU3304	Hypothetical protein	6.52	0.054	−0.153	−0.152	−0.064	0.007	−0.6245	0.216
PFLU3305	SDR family oxidoreductase	5.66	−0.085	−0.154	−0.150	0.061	−0.178	−0.91225	0.282
PFLU3306	Benzaldehyde dehydrogenase	6.99	0.118	−0.095	−0.060	0.213	−0.018	−0.715	0.972
PFLU3307	Sigma-54-dependent Fis family transcriptional regulator	2.52	0.165	0.078	0.054	0.460	0.129	−0.932	0.933
PFLU3308	TetR/AcrR family transcriptional regulator	2.46	0.025	−0.113	−0.034	−0.010	−0.002	−1.57725	−4.288
PFLU3309	Polyamine ABC transporter substrate-binding protein	7.43	−0.060	−0.051	−0.030	−0.120	−0.110	0.33925	0.642
PFLU3310	Hypothetical protein	8.14	0.076	0.066	0.193	0.000	−0.083	1.04625	0.522
PFLU3311 (*pme*)	Serine hydrolase	7.69	0.012	0.047	−0.039	0.006	0.031	−2.27625	2.722

^a^The — symbol indicates that no fitness data available.

We then co-evaluated RB-TnSeq data with RNAseq results to identify genes directly involved in PPME catabolism. Specifically, we focused on a subset of genes that satisfied two conditions: (i) large positive or negative fitness values in experiments using MHPP as the growth substrate and (ii) significantly higher gene expression in MHPP-grown cultures compared to glucose-grown cultures (Fig. 3, Supplementary Fig. S5). 

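The paper names 24 genes by locus tag in Table 1 and Supplementary Fig. S1 that could be paired with the expression values, and 23 of these have a fitness value on MHPP. Fitness values are the paper's, and no fitness data were computed here. By the limit of 1.8 in Fig. 3A, 15 of the 24 genes have a large positive or negative fitness value on MHPP. Of these, 14 also had at least 8-fold higher expression in MHPP with an adjusted p-value under 0.05. They comprise 5 genes of PFLU3296 to PFLU3303, 1 gene of PFLU3304 to PFLU3311 (*pme*), and 8 genes of the downstream aromatic pathway. The remaining gene, PFLU3308, has a paper fitness value of -4.288 and changed 5.50-fold, beyond its error but under 8-fold. At a 4-fold threshold it was included, for 15 genes. In the one-sided test beyond 8-fold, 13 genes met both conditions. In the part of Supplementary File F1 held here (the first 1652 of 5385 genes), 2 further genes met both conditions, PFLU1365 and PFLU1368, chosen after their values were seen. The interval of PFLU1368 was 2.97 to 3.54 on the log2 scale, reaching just below 8-fold, while that of PFLU1365 was 4.81 to 5.30. With these genes the total at 8-fold was 16, without PFLU3308. The paper's 16 candidates include PFLU3308, so the 16 counted here are not the same set. Adding PFLU3308, which is under 8-fold, gave 17, but no looser threshold was applied to the other genes of the held part. From the joint condition of a large fitness value and higher expression, the paper reasons toward genes that act directly in PPME catabolism, as distinct from genes of broader cellular responses to the compounds.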

Using these criteria, we narrowed the list to 16 candidate genes. Of these, 12 genes displayed similar fitness values across the model aromatic growth substrates (*p*-coumarate, 4- hydroxybenzoate, and ferulate) and the PPMEs, suggesting they encode enzymes involved in known aromatic degradation pathways (Supplementary Fig. S1). Among these genes are three from the *ech* operon, which encode enzymes that perform the initial steps of *p-*coumarate and ferulate catabolism. 

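The 4-hydroxybenzoate 3-monooxygenase gene *pobA* (PFLU1510) and 7 *pca* genes between PFLU1363 and PFLU1371 encode steps downstream of *p*-coumarate. The 2 *vanAB* genes of the same pathway (PFLU3293 and PFLU3294) could not be paired with the expression values and were not analysed here. In the authors' deposited table the 8 paired genes had a median log2 fold change of 5.00, from 3.26 to 8.92, with a largest adjusted p-value of 1.0e-152. The largest change was that of PFLU1510, whose computed mean normalized count rose from 47.5 in glucose to 23036 in MHPP, with a 95% interval of 8.42 to 9.42. The protocatechuate 3,4-dioxygenase subunits PFLU1366 and PFLU1367 had intervals of 5.07 to 5.54 and 4.53 to 5.25, which overlap. The smallest change was that of PFLU1369 (3-carboxy-cis,cis-muconate cycloisomerase), at 9.60-fold with an interval of 3.03 to 3.49. It was the 1 gene of the 8 that did not exceed 8-fold beyond its error after adjustment. In glucose the 7 *pca* genes had 64.5 to 479 normalized counts. The computed spread between cultures was 9.03% to 22.6%.

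**Figure D3:**
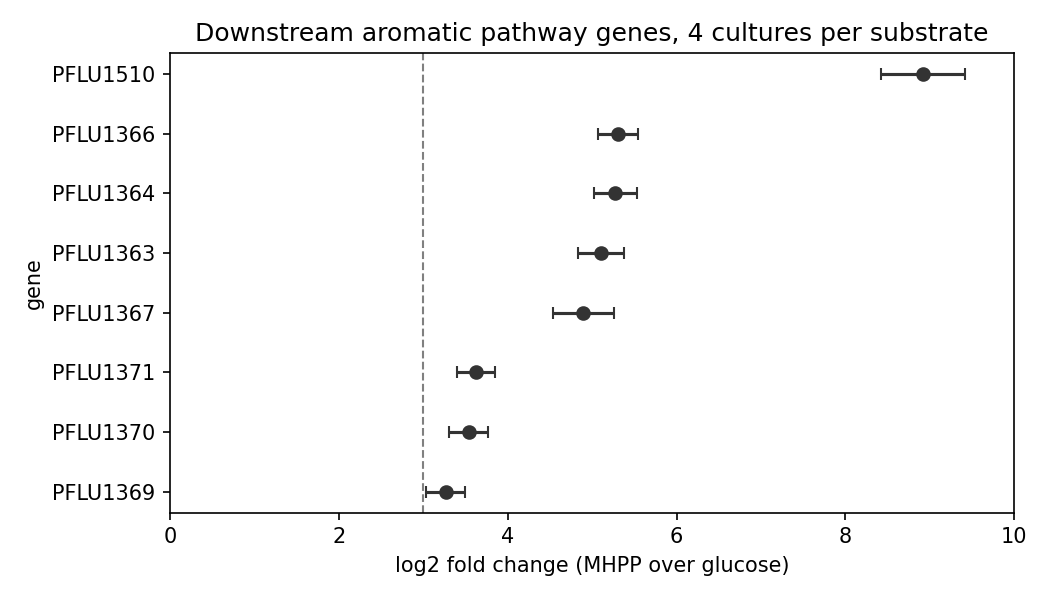
log2 fold change of MHPP over glucose (x-axis) for the downstream aromatic pathway genes (y-axis), with 95% intervals as bars and the 8-fold threshold as a dashed line. PFLU1510 stands apart at the right, and PFLU1369 lies nearest the threshold.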

The remaining nine genes encode enzymes required for complete conversion of *p*-coumarate and other related aromatics (e.g. 4-hydroxybenzoate) into intermediates of the TCA cycle, including genes encoding all enzymes shown map to known enzymes (Supplementary Fig. S1). Based on these data, we hypothesized that MHPP is converted into an intermediate in the *p*-coumaric catabolic pathway.

**Figure 3:**
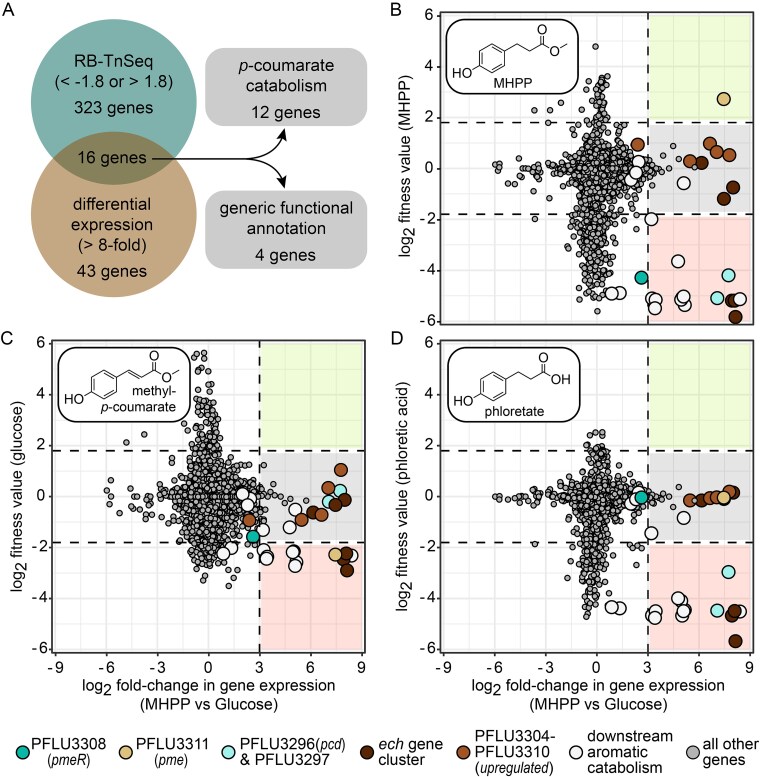
Co-evaluation of genome-wide fitness and differential gene expression narrows search for genes involved in PPME catabolism. (A) Venn diagram showing overlap between genes with large fitness values when SBW25 is grown using MHPP and genes that are more highly expressed when SBW25 is grown with MHPP compared to glucose. (B–D) Plots comparing differential expression (x-axis) versus mean RB-TnSeq fitness values (y-axis), with fitness values from cultures grown with (B) MHPP, (C) methyl *p*-coumarate acid, or (D) phloretate. Positive and negative differential expression values indicate higher expression during growth using MHPP and glucose, respectively. Large dots indicate genes encoding the putative PPME-responsive *pmeR* transcription factor, phenylpropanoid methyl esterase (PFLU3311), putative phloretoyl-CoA dehydrogenase (PFLU3296), putative β-ketothiolase (PFLU3297), other genes in the *ech* gene cluster, other genes in the MHPP-upregulated gene cluster, and downstream aromatic catabolic pathway gene clusters. Small dots represent all other genes. Values represent the mean of four RB-TnSeq or four differential expression biological replicates. Genes lacking fitness or differential expression data are not displayed.

The remaining four genes (PFLU3311, PFLU3308, and PFLU3296-3297) exhibited unique fitness effects, significantly influencing growth only when MHPP was used as the growth substrate (Fig. 3B). MHPP differs from *p-*coumarate by its methyl ester moiety and saturated propyl chain. To identify genes responsible for removal of the methyl ester moiety and saturated propyl chain, we performed additional RB-TnSeq experiments using methyl *p-*coumarate and phloretate, respectively (Fig. 3C and D). Among these genes, disruption of PFLU3308, a putative transcription factor, impaired growth on both MHPP and methyl *p-*coumarate but not phloretate, suggesting it has a role in regulating enzymes essential for demethylating PPME substrates. The remaining three genes encode putative enzymes that caused varying substrate-dependent growth defects when disrupted, pointing towards distinct roles in the catabolism of MHPP.

### PFLU3311 encodes a novel phenylpropanoid methyl esterase

Disruption of PFLU3311 by Tn insertion influenced growth with the two methyl esters, but not phloretate, suggesting a role in removing the methyl moiety. Although we observed that transposon-based disruption of the gene led to a decrease in fitness with methyl *p*-coumarate, we unexpectedly found that PLFU3311 mutants had a fitness advantage with MHPP. We generated a targeted gene deletion in *P. fluorescens* and compared growth of this mutant with its parent strain using *p*-coumarate, MHPP, and methyl *p*-coumarate as carbon sources to better understand its role in PPME catabolism (Fig. 4A). Even though disruption of PFLU3311 in the RB-TnSeq experiments led to an increase in fitness with MHPP, we observed that the deletion mutant was unable to grow in axenic cultures with MHPP or methyl *p-*coumarate as the sole growth substrate. Incorporation of a constitutively expressed copy of PFLU3311 into mutant strain at a second location in the chromosome restored growth with the PPMEs (Supplementary Fig. S6). Together this suggested that the protein encoded by PFLU3311 is likely responsible for removing the methyl group from PPMEs.

**Figure 4:**
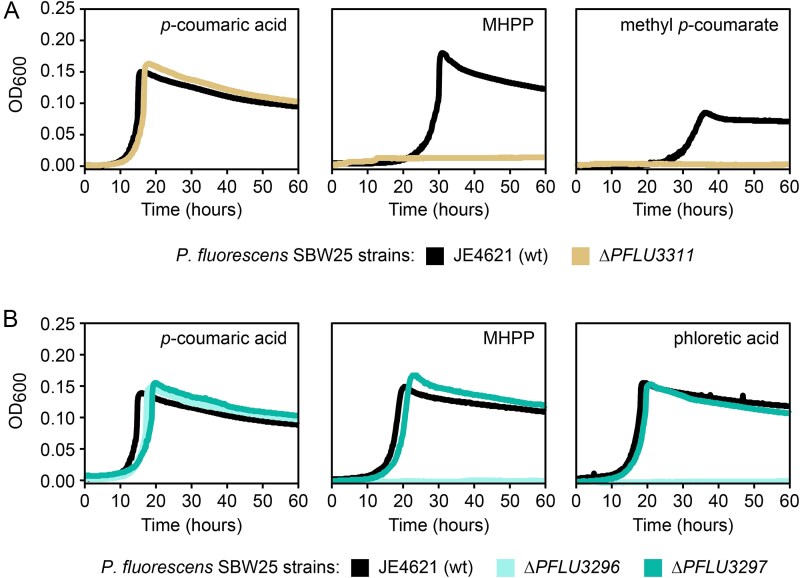
Genetic dissection of a proposed pathway for PPME catabolism. Microtiter plate cultivation comparing growth of select gene deletion mutants *of P. fluorescens* SBW25. Assays were performed with MME medium containing 2.5 mM each of the indicated carbon sources. Each panel contains a representative growth curve from one of three biological replicates.

PFLU3311 encodes a putative serine hydrolyase, one of the largest classes of enzymes [56, 57] with functions spanning from proteases [58] to hydrolysis of the ester linkages in polyethylene terephthalate by PETase [59]. The protein encoded by PFLU3311 has low sequence homology with any well characterized enzymes (Supplementary Fig. S7—protein similarity tree), including a functionally similar feruloyl esterase family that is thought to be responsible for breaking the phenylpropanoid-sugar ester linkages found between lignin and hemicellulose [60]. The most similar proteins with an experimentally validated function are two 6-aminohexanoate dimer hydrolases that cleave amide bonds in linear nylon oligomers [61, 62] (Supplementary Table S4). Thus, we hypothesized that the serine hydrolase encoded by PFLU3311 is a phenylpropanoid methyl esterase (Pme) that cleaves the ester bond in MHPP and methyl *p*-coumarate.

We confirmed the biochemical function PFLU3311 using *in vitro* enzyme activity assays. For this, we expressed and purified a codon-optimized version of PFLU3311 containing a C-terminal 6x-His-tag from *Escherichia coli* BL21(DE3) pLysS, by immobilized metal affinity chromatography. The purified protein was incubated with four PPMEs and the resulting products were analyzed by LC–MS (Fig. 5). Unlike feruloyl esterases, which show poor activity with PPMEs [60], the enzyme encoded by PFLU3311 fully converted each PPME into its cognate carboxylic acid. This combined with the gene’s close proximity to phenylpropanoid catabolism genes strongly suggests the physiological role of the enzyme is to release C1 moieties from PPMEs. Accordingly, we refer to PFLU3311 as *pme.*

**Figure 5:**
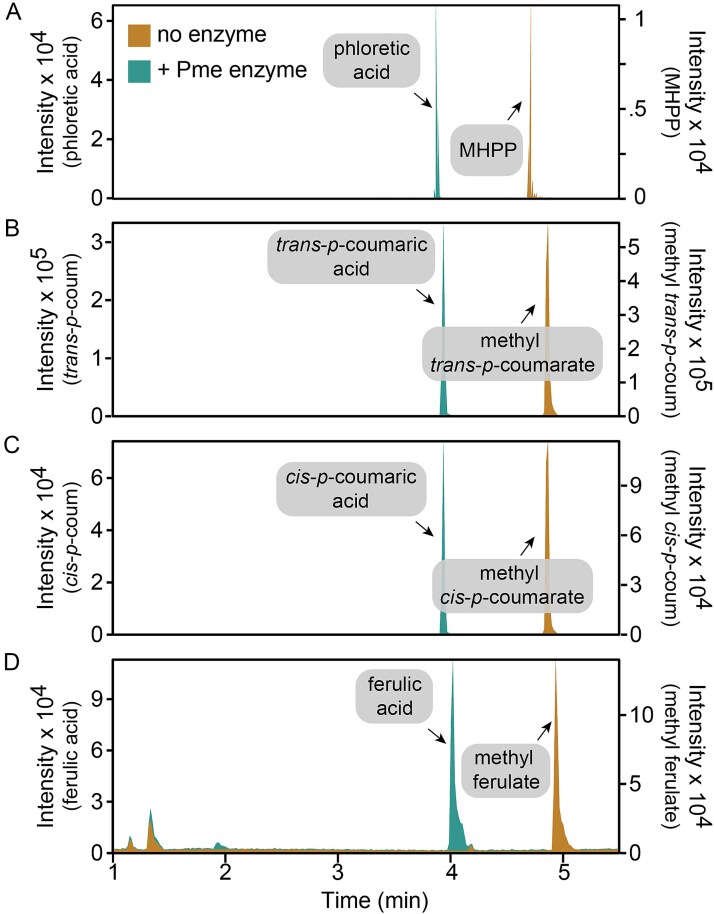
PFLU3311 encodes a phenylpropanoid methyl esterase. Overlayed LC–MS chromatograms of products in enzyme assay samples containing (A) MHPP, (B) methyl-*trans-p-*coumarate, (C) methyl-*cis-p-*coumarate, and (D) methyl ferulate. Chromatograms of samples with and without the protein encoded by PFLU3311 are indicated. For each compound other than methyl ferulate, there is a single predominant ion and thus for panels a-c the intensity is represents BPI. Methyl ferulate had two prominent peaks, and thus intensity represents the total ion count. Each displayed chromatogram is a single representative of 3 replicate enzyme activity assays.

### PFLU3296 encodes a phloretyl-CoA dehydrogenase

Disruption of the remaining two genes, PFLU3296 and PFLU3297, incurs a large negative fitness impact when using MHPP and phloretate as the growth substrate, but not methyl *p*-coumarate (Fig. 3—see cyan dots). These two genes are the last two genes in the *P. fluorescens ech* operon (PFLU3296 and PFLU3297) and encode putative acyl-CoA dehydrogenase and a β-ketothiolase, respectively. The predicted enzymatic functions and fitness data suggest a role in oxidation of the saturated propyl moieties of MHPP and phloretate. To test the proposed functions, we generated targeted deletions of each gene and evaluated the ability of the resulting mutants to use each growth substrate (Fig. 4B). Deletion of PFLU3296 abolished growth with MHPP and phloretate. However, deletion of PFLU3297 had limited impact on growth. To confirm that the loss of growth with MHPP and phloretate was not due to a polar effect from the gene deletion, we integrated a constitutively expressed copy of PLFU3296 at a separate site in the chromosome and evaluated the ability of the resulting strain to utilize MHPP. Consistent with the proposed function, ectopic expression of PFLU3296 complemented the deletion by allowing the strain to grow using MHPP (Supplementary Fig. S6). We propose to name PFLU3296 gene *pcd* for phloretoyl-CoA dehydrogenase.

### Disruption of putative aromatic transporters has a minor impact on aromatic catabolism

Transposon mutants for two putative transporters exhibited variable fitness scores across phenylpropanoid growth substrates. For PFLU3302, which encodes a putative porin, we observed high positive fitness values when using ferulate or *p-*coumarate as carbon sources. When using other phenylpropanoids the fitness was either not affected (methyl *p*-coumarate), neutral, or mildly negative (MHPP). Although the high fitness value indicates that the PFLU3302 mutant had a strong growth advantage over other mutant strains in a community, the effect of gene deletion in axenic culture was mild with only a minor improvement in growth with p-coumarate and phloretate (Supplementary Fig. S8). We also observed moderate negative fitness values for PFLU3303, a putative phenylpropanoid transporter, during growth with MHPP. However, targeted deletion had little impact on growth with any of the tested phenylpropanoids (Supplementary Fig. S8). Together these data suggest that there is redundancy in phenylpropanoid transport.

### The mechanism for catabolism of the C1 moiety is unclear

A C1 moiety, presumably methanol, is expected to be released by *pme*, but it is unclear in these data how and if this compound is metabolized in *P. fluorescens*. The related bacteria, *P. putida* KT2440, contains two periplasmic pqq-dependent alcohol dehydrogenases that are closely related to the methanol dehydrogenases found in methylotrophic bacteria. These enzymes are responsible for oxidation of short chain *n*-alcohols by *P. putida* [63, 64]. However, there are no clear orthologs of these proteins encoded in the *P. fluorescens* genome, and it seems unlikely that periplasmic alcohol dehydrogenases would function on intracellular C1 compounds. Surprisingly, we did not observe other differentially expressed putative alcohol, aldehyde, or formate dehydrogenases during growth with MHPP (Supplementary File F2). Similarly, there was not a clear connection between fitness values for genes that encode these classes of enzymes and PPME compounds (Supplementary File F1). 

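Among the first 1652 of 5385 genes of Supplementary File F1, whose product names were held, 13 outside PFLU3296 to PFLU3311 carry alcohol, aldehyde or formate dehydrogenase in their product name. The search also takes in semialdehyde dehydrogenases and a formate dehydrogenase accessory protein. In the authors' deposited table, from DESeq2, 0 of the 13 genes changed by 8-fold at an adjusted p-value under 0.05, and 0 by 4-fold. Without a fold threshold, 8 of the 13 had an adjusted p-value under 0.05 in the authors' deposited table, 3 higher in MHPP and 5 higher in glucose, and 10 had an unadjusted p-value under 0.05. The genes that changed by at least 2-fold were PFLU1214 (gamma-aminobutyraldehyde dehydrogenase) and PFLU0279 (formate dehydrogenase accessory sulfurtransferase FdhD), both higher in glucose. The 95% interval of PFLU1214 was -1.48 to -0.67 and that of PFLU0279 -1.65 to -0.44, the interval reaching farthest from 0 among the 13 genes. The largest rise in MHPP was that of PFLU0850 (aldehyde dehydrogenase family protein), a change under 2-fold named after its value was seen, with an interval of 0.50 to 1.12. PFLU1295 (S-(hydroxymethyl)glutathione dehydrogenase/class III alcohol dehydrogenase) had an interval of -0.49 to -0.01, with an adjusted p-value of 0.086 in the authors' DESeq2 comparison. For PFLU0663 (zinc-binding alcohol dehydrogenase family protein) the interval was -0.64 to -0.17. Both were named after their values were seen. Which of the 13 genes act on C1 compounds was not analysed here, nor were genes outside the held part.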

As such, it remains unclear exactly how or if the C1 moiety released during PPME catabolism is metabolized by *P. fluorescens*. Without dedicated enzymes the slow mineralization of methanol to CO_2_ via a toxic formaldehyde intermediate (see Fig. 4) may explain the apparent toxicity associated with Pme expression in the presence of MHPP (positive fitness score in Fig. 3A).

### A proposed pathway for phenylpropanoid methyl ester catabolism

Through integrated analysis of differential transcriptomic and mutant fitness measurements, we propose a pathway for PPME catabolism (Fig. 6). First, phenylpropanoid methyl esterase, encoded by *pme* (PFLU3311), hydrolyzes the PPMEs, releasing an aromatic acid and methanol. The aromatic acids are then ligated to CoA by feruloyl-CoA synthetase and metabolized through parallel pathways (Fig. 6—tan fill). In our proposed pathway phloretoyl-CoA, the product of CoA ligation to phloretate, is subsequently oxidized by phloretoyl-CoA dehydrogenase, which is the product of *pcd* (PFLU3296), into *p-*coumaroyl-CoA which is a metabolic intermediate of the known *p-*coumarate catabolic pathway.

**Figure 6:**
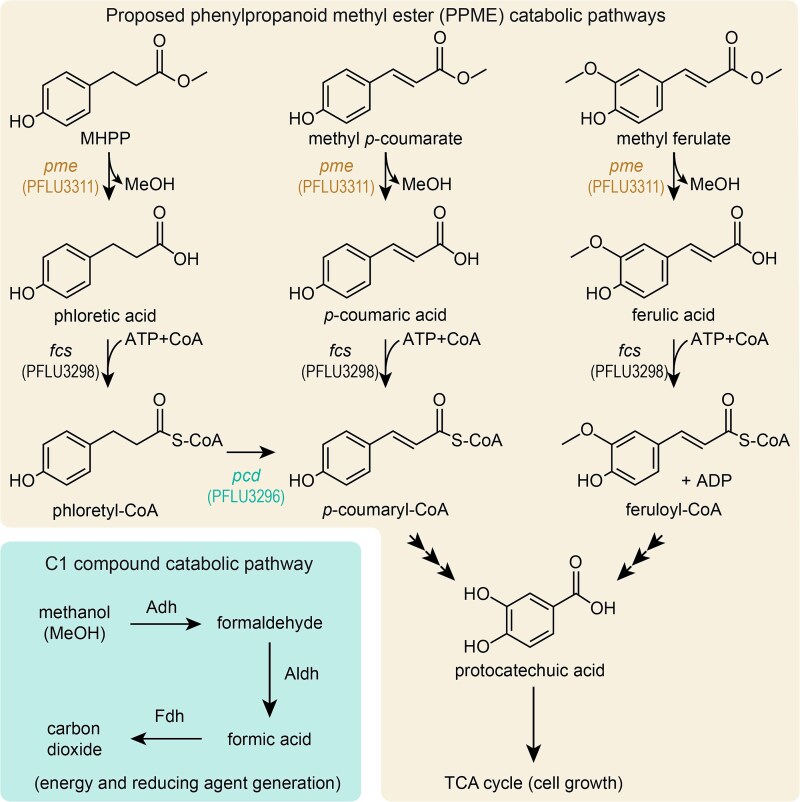
A proposed pathway for PPME catabolism. Proposed pathways for catabolism of several different PPMEs. Pathways in the top and bottom right follow catabolism of the phenylpropanoid moiety following an initial de-esterification step. The pathway in the bottom left is a standard C1 metabolic pathway that follows the MeOH moeity released upon de-esterification. Adh (alcohol dehydrogenase), aldehyde dehydrogenase (Aldh), and formate dehydrogenase (Fhd) enzymes are indicated in the proposed C1 pathway.

To add evidence for our proposed pathway, we engineered multiple *Pseudomonas* species to use PPMEs as carbon sources. *Pseudomonas putida* KT2440, *P.* sp TBS28, and *P. frederiksbergensis* TBS10 each contain a subset of the genes we identified as contributing to PPME catabolism (Supplementary Fig. S4); we predicted that introducing PFLU3311 and PFLU3296 into these organisms would allow growth on PPME. We transferred constitutively expressed copies of *pme*, *pcd*, or both genes, into the chromosomes of *P. putida*, *P.* sp TBS28 and *P. frederiksbergensis*, respectively (Supplementary Fig. S9). *P.* sp TBS28 encodes an ortholog of *pme* near its *ech* operon but lacks *pcd*. *Pseudomonas putida* contains an ortholog of *pcd* in its *ech* operon but lacks *pme*. We found that expression of these genes enabled each strain to use PPMEs as carbon sources and that expressing a fluorescent protein as a negative control did not confer growth (Supplementary Fig. S9). However, *P. frederiksbergensis*, and to a lesser extent *P.* sp. TBS28, catabolized MHPP slowly when expressing these genes. Taken together, these findings solidify evidence that the enzymes encoded by *pme* and *pcd* are critical for catabolism of PPMEs and demonstrates a relatively low barrier for horizontal transfer of PPME catabolic capability. Although the strains are able to utilize MHPP, growth was relatively slow. The slow growth may be due to inefficient transport. This may be a consequence of poor expression or low substrate affinity between MHPP and native transport proteins. Alternatively, slow growth may be indicative of poor activation of downstream pathways by MHPP (e.g. poor expression of *fcs*).

## Discussion

Enhancing BNI has been proposed as a strategy to mitigate agricultural nitrogen pollution [14]. However, our understanding of how BNI compounds are broken down within microbial ecosystems—and to what extent—is currently very limited. This knowledge gap presents a major hurdle in designing effective and targeted interventions. Predicting the success of BNI applications is particularly challenging because we lack reliable tools to quickly assess the microbial community’s capacity to degrade specific BNIs. A potential breakthrough is to identify genes that encode enzymes responsible for breaking down BNIs and using them as functional molecular markers. These molecular markers could be analyzed with current molecular methods, such as 16S rRNA gene sequencing or other PCR assays. Although developing these approaches is outside of the scope of this study, using the presence and expression of genes encoding BNI degrading enzymes in a microbial community as a molecular signature could provide new insights into ecological functions.

In this study, we identified a catabolic pathway in *P. fluorescens* SBW25 that encodes enzymes enabling the breakdown of a class of aromatic BNI compounds. To achieve this, we developed a pathway discovery approach that combines differential transcriptomics with genome-wide mutant fitness screens. These two complementary methods for identifying genes in metabolic pathways [40, 65–69] are synergistic, and their combined usage enabled PPME pathway discovery by narrowing the pool of candidate genes to an experimentally manageable number. Catabolic pathways for aromatic compounds often converge into small group of established pathways [36, 70], such as the phenylpropanoid catabolic pathway used for *p-*coumarate. Given its structure, we hypothesized that MHPP (a PPME-derived intermediate) would similarly be processed through one of these pathways. Using omics, genetic, and biochemical analyses, we identified two key enzymes—putative serine hydrolase (Pme, encoded by *PFLU3311*) and acyl-CoA dehydrogenase (Pcd, encoded by *PFLU3296*)—that catalyze these processes. Pme is an enzyme in a previously unknown family of methyl esterases, serving as the pivotal enzyme for PPME catabolism. Although we elucidated the pathway for the aromatic component of PPMEs, our data do not point to a specific pathway for metabolizing the methanol released during PPME de-esterification. Furthermore, this study assigns new functions to previously uncharacterized genes, including the *pcd* ortholog in *P. putida* and the *pme* ortholog in *Pseudomonas sp.* TBS28.

*Pseudomonas fluorescens* SBW25—originally isolated from sugar beets—was found to metabolize a BNI compound currently known to be exuded only by sorghum roots [15]. However, none of the sorghum endosphere isolates we tested were able to metabolize MHPP as a carbon source. This difference may reflect variations in their environmental niches. It was previously found that *P. fluorescens* isolates from the rhizosphere and endosphere of the same poplar plants are enriched for distinct sets of metabolic pathways [71]. Specifically, pathways for root exudate compounds were substantially less prevalent in endophytes, such as *Pseudomonas sp.* TBS28 and *P. frederiksbergensis* TBS10, compared to isolates from the plant’s rhizosphere. These findings suggest that PPME exudation by plant roots might be more widespread than currently documented, as demonstrated by SBW25’s ability to metabolize them despite originating from a different plant species.

## Supplementary Material

PPME_supplemental_-_final_wraf251

Supplemental_File_F1_wraf251

Supplemental_File_F2_wraf251

Supplemental_File_F3_wraf251

Supplementary_File_P1_wraf251

## Data Availability

Datasets generated during and/or analysed during the current study are available in the Gene Expression Omnibus (GEO) repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE228022.

# Supplementary material for: Phenylpropanoid methyl esterase unlocks catabolism of aromatic biological nitrification inhibitors
**Source:** ISME J. 2025 Nov 13;19(1):wraf251. doi: 10.1093/ismejo/wraf251
**Supplement:** PPME_supplemental_-_final_wraf251

**­Phenylpropanoid methyl esterase unlocks catabolism of aromatic biological nitrification inhibitors**

**Supplementary Material**

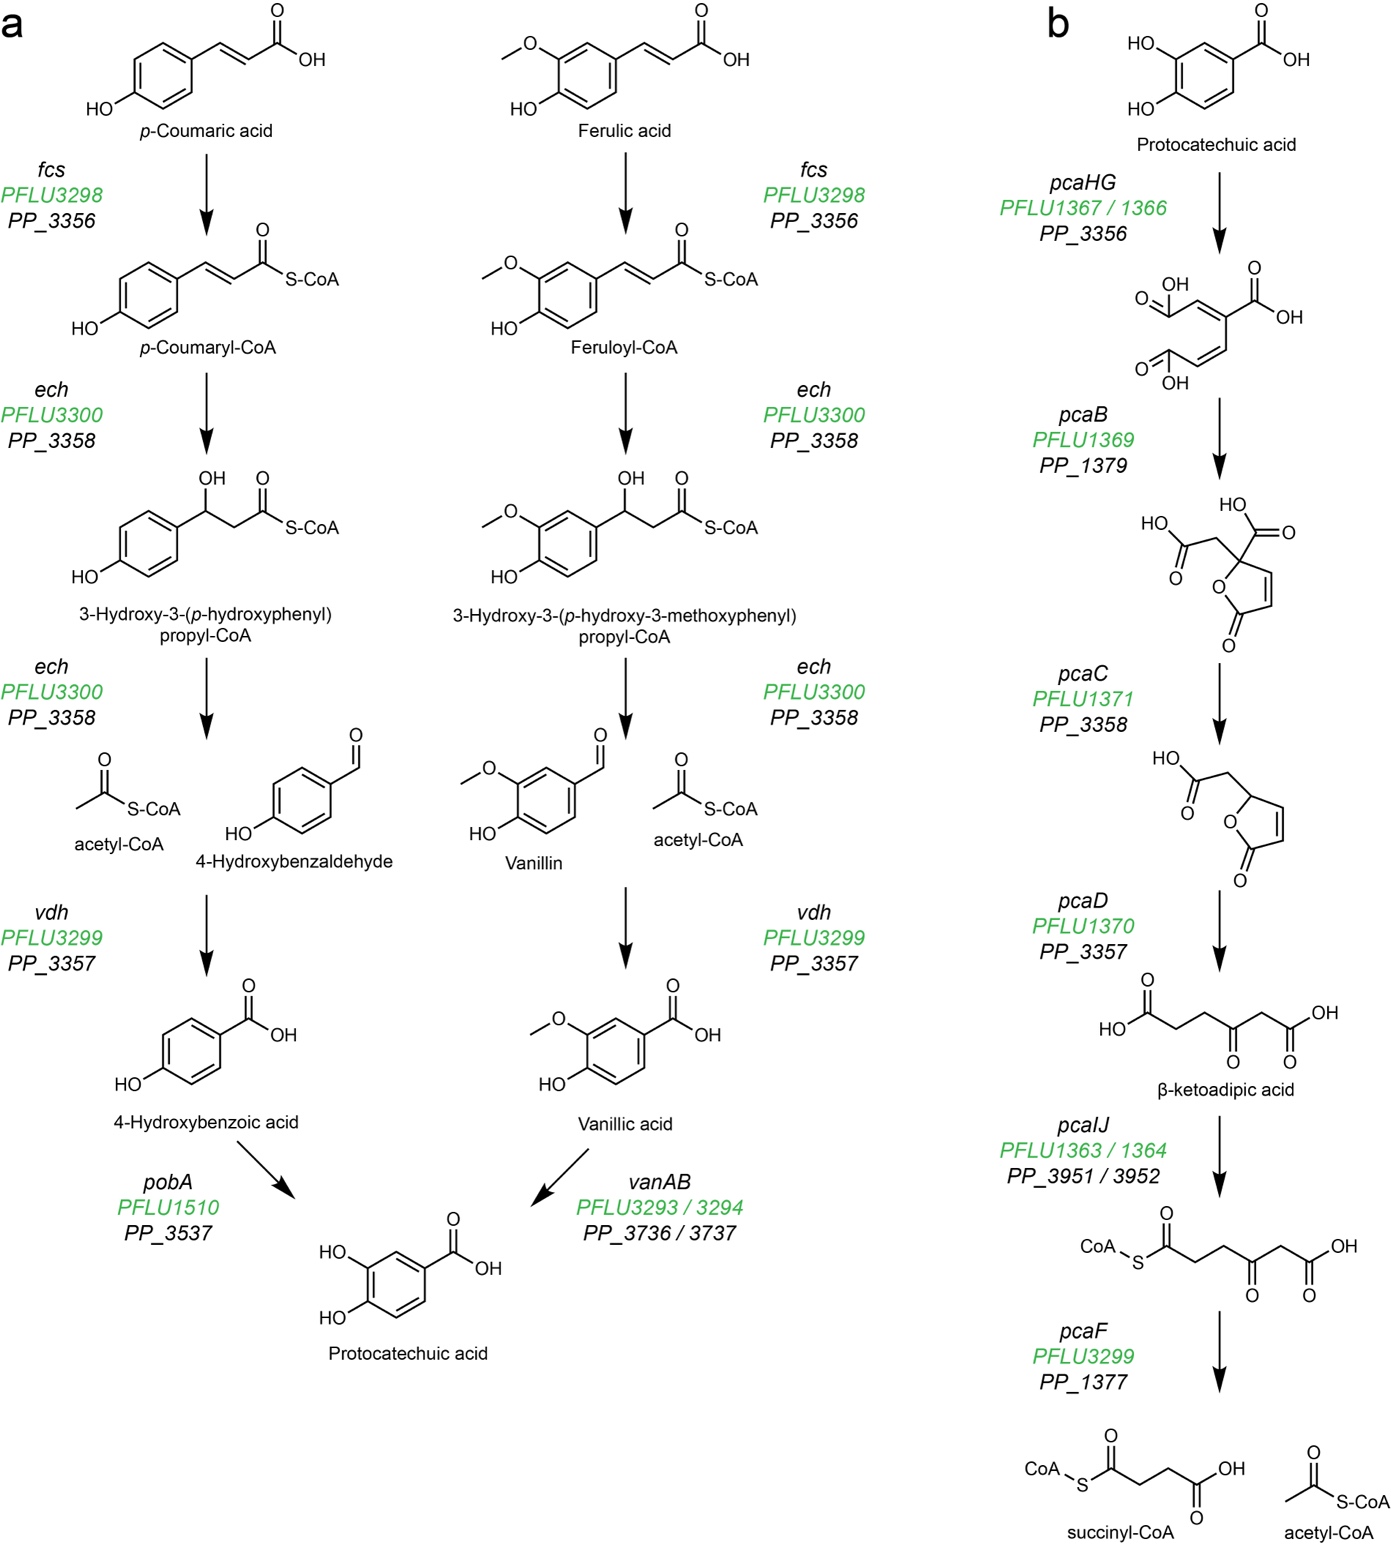

**Supplementary Fig. S1. Catabolic pathways for *p­*-coumaric and ferulic acids.** (a) Convergent portion of the catabolic pathways for the two phenylpropanoid carbon sources, which is largely comprised of enzymes encoded in the *ech* gene cluster. (b) Ortho-cleavage pathway for protocatechuic acid, which is also commonly referred to as the B-ketoadipate pathway after its characteristic intermediate. This portion of the pathway funnels the aromatic compounds into the TCA cycle. Names of the genes encoding the enzymes that perform each step are shown in *italics* and locus tags for *P. fluorescens* SBW25 and *P. putida* KT2440 are shown in green and black text, respectively.

**Supplementary Fig. S2. A subset of environmental Pseudomonas isolates can utilize phenylpropanoid compound phloretic acid as a sole carbon source.** Microtiter plate cultivation assays comparing growth of four environmental Pseudomonads in MME medium containing 2.5 mM phloretic acid as the sole carbon source. Panel contains a single representative curve from one of three biological replicates.

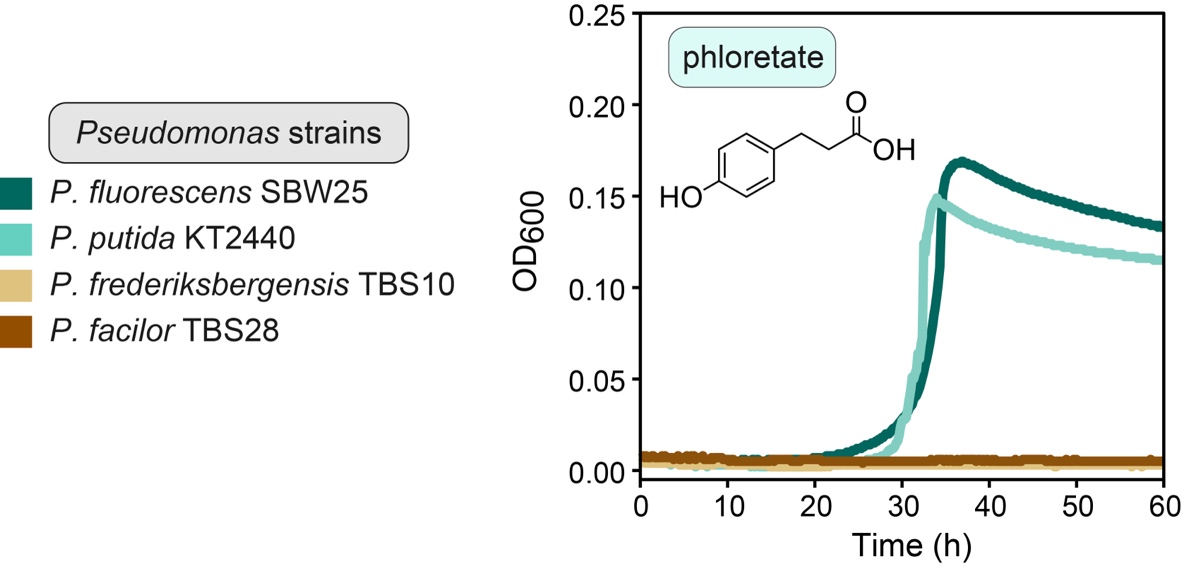

**Supplementary Fig. S3. Chart of differential gene expression when *P. fluorescens* SBW25 was grown with either glucose or MHPP as the sole carbon source.** Positive values on the X-axis indicate genes whose expression was higher when MHPP was the carbon source than when glucose was the carbon source. The y-axis represents a log transformation of the p-value that has been adjust for multiple tests. Brown and teal colored dots indicate genes whose differential expression was statistically significant and greater than 8-fold in crease in expression during growth on MHPP (brown) or glucose (teal). Samples with an adjusted p-value of 0 are shown at the top of the Y-axis as triangles, as they cannot be plotted otherwise.

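In the authors' deposited table 2513 genes had an adjusted p-value under 0.05, of which 1211 were higher in MHPP and 1302 higher in glucose. With a t reference of 6 degrees of freedom in place of the normal one, recomputed here, the number was 1674, of which 815 were higher in MHPP. In the other direction 28 genes had at least 8-fold higher expression in glucose in the authors' deposited table. Of these 28, the one-sided Wald test placed 15 beyond 8-fold, and the 95% interval of 4 reached above the threshold of 8-fold lower expression. The held parts of the supplementary files do not pair these 28 genes with names. The largest change was that of PFLU_RS23755, with a 95% interval of -6.81 to -5.85 and computed mean normalized counts of 4243 in glucose and 52.7 in MHPP. PFLU_RS23760 had the interval -6.57 to -5.69, which overlaps the first. An adjusted p-value of 0 was given for 10 genes in the authors' deposited table, and all 10 were higher in MHPP. A mark in the authors' deposited table stands on 28 genes higher in MHPP. What the mark stands for is not given in the sources used here. Marked genes have log2 fold changes of 4.05 or more, and unmarked genes of 3.88 or less, in the authors' deposited table. The number of genes at least 16-fold higher in MHPP with an adjusted p-value under 0.05 was also 28.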

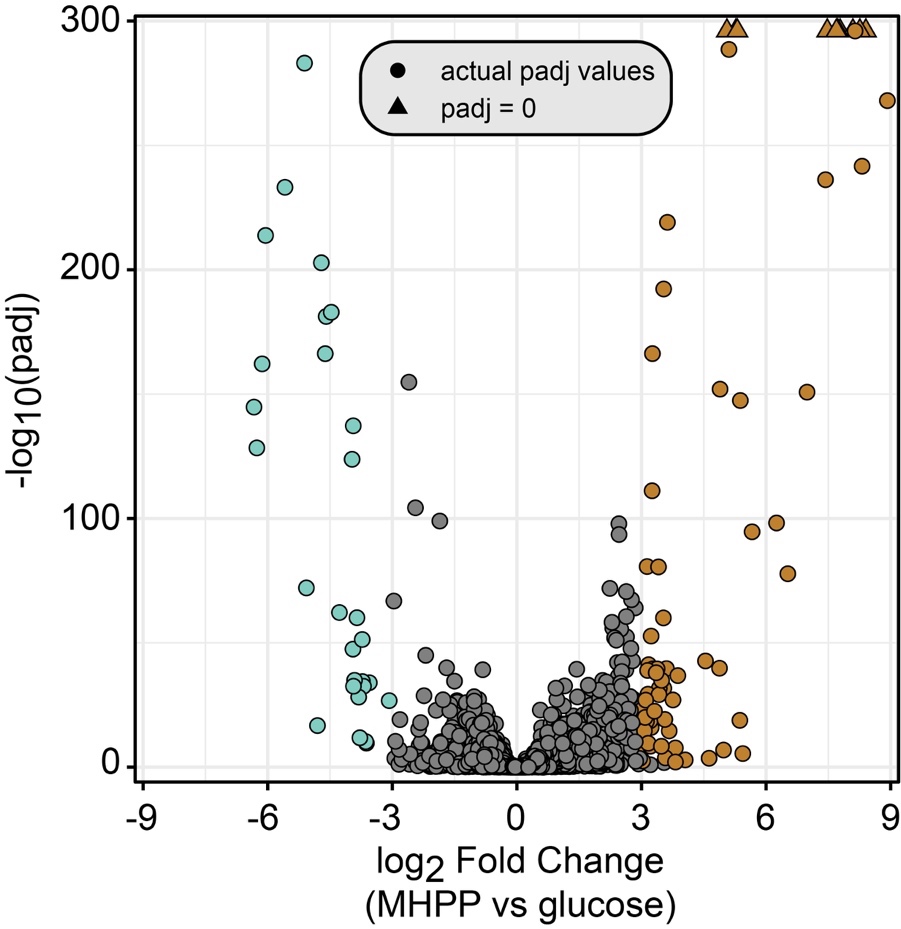

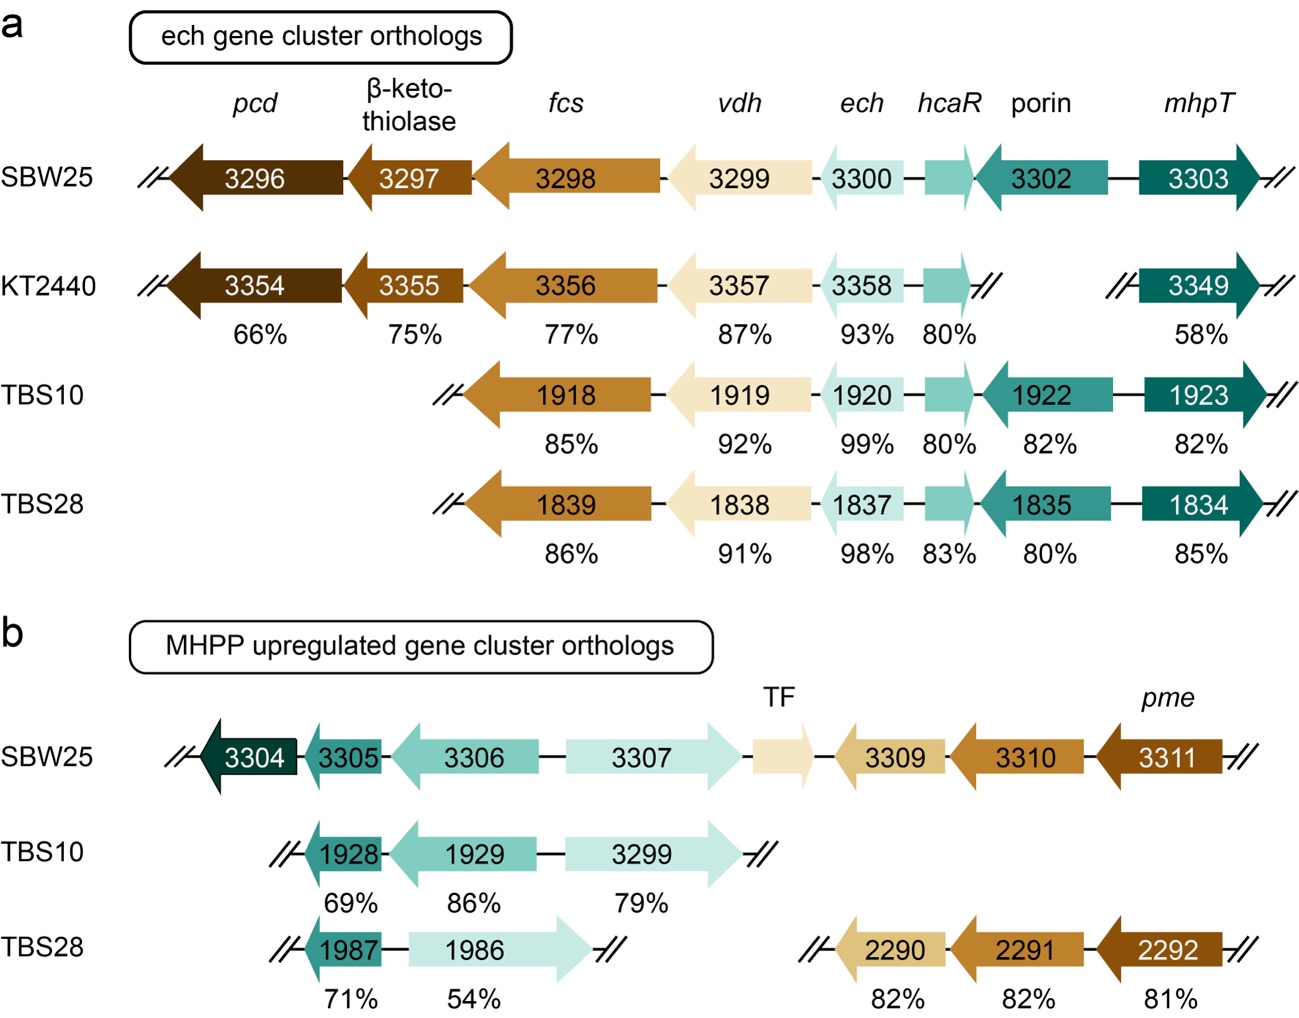

**Supplementary Fig. S4. Alignments of differentially expressed gene clusters containing genes critical for growth on MHPP and other phenylpropanoids in SBW25 with orthologs from other environmental Pseudomonads.** Locus tag numbers for genes in each organism are indicated in the arrows, with the exception of locus tags for *hcaR* and PFLU3308. Gene arrangement and spacing is maintained in each organism. Coloring in the arrows indicates orthologous genes. Percentage values under each arrow indicate the % identity of the SBW25 gene with the closest matching genes in KT2440, TBS10, or TBS28 gene. Genes with less than 50% identity were not considered. In organisms other than SBW25 genes from the *ech* gene cluster (a) are not co-localized with their equivalents of the MHPP upregulated gene cluster (b).

**Supplementary Fig. S5. Comparing fitness values with differential gene expression reduces search space for novel pathway genes.** (a-d) Plots comparing differential expression (x-axis) versus mean RB-TnSeq fitness values on the y-axis. RB-TnSeq values displayed are from cultures grown with either (a) *p*-coumarate, (b) ferulate, (c) 4-hydroxybenzoate (a downstream metabolite of *p*-coumaric acid catabolism), or (d) glucose. Positive and negative differential expression values indicate higher expression during growth using MHPP and glucose as carbon sources, respectively. Dots indicate genes encoding the putative PPME-sensitive *pmeR* transcription factor (dark teal), phenylpropanoid methyl esterase (light brown), putative phloretoyl-CoA dehydrogenase and putative β-ketothiolase (light teal), other genes in the *ech* gene cluster (dark brown), other genes in the MHPP-upregulated gene cluster (medium brown), downstream aromatic catabolic pathway gene clusters (white), and all other genes (dark gray). Values represent the mean of 4 RB-TnSeq or 4 differential expression biological replicates. Genes lacking fitness or differential expression values are not displayed.

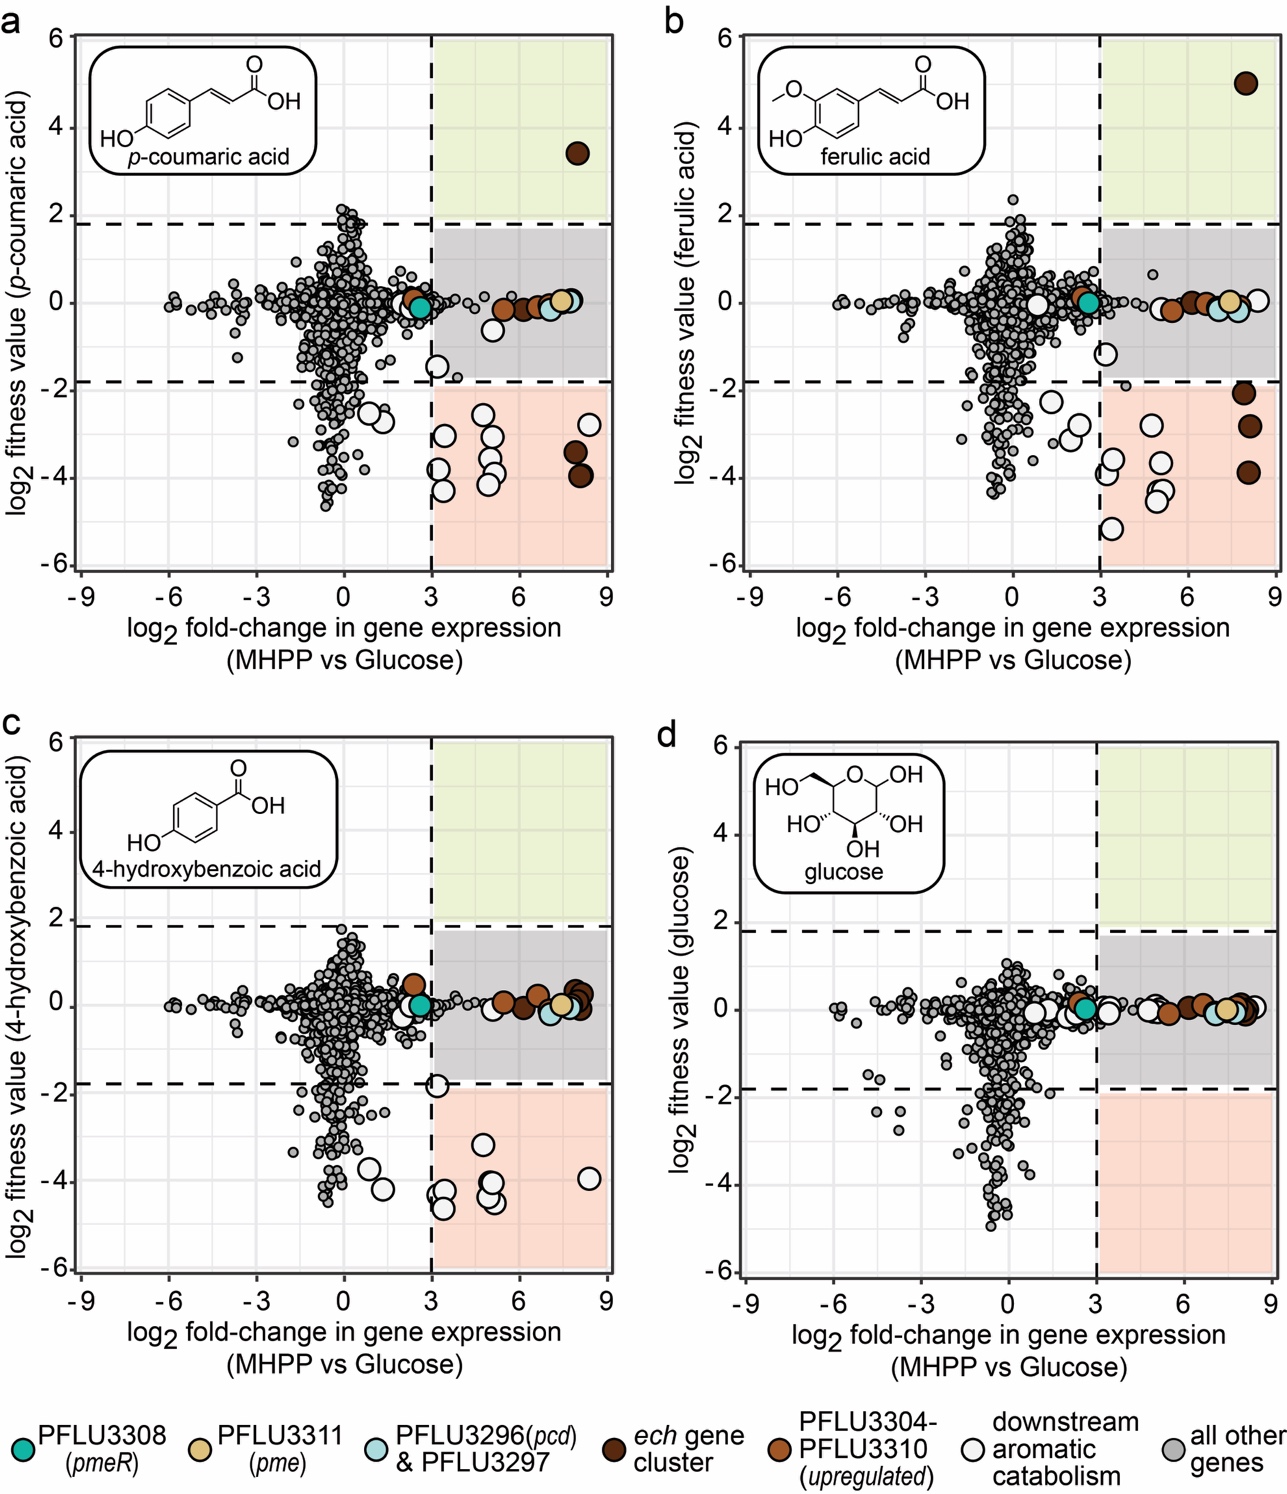

**Supplementary Fig. S6. Complementation of PFLU3296 and PFLU3311 gene deletions enables growth with MHPP and phloretic acid carbon sources.** Microtiter plate cultivation assays comparing growth of five *P. fluorescens* strains in MME medium containing 2.5 mM *p*-coumarate or 2.5 mM MHPP as the sole carbon source. Each panel contains a single representative curve from one of three biological replicates.

**
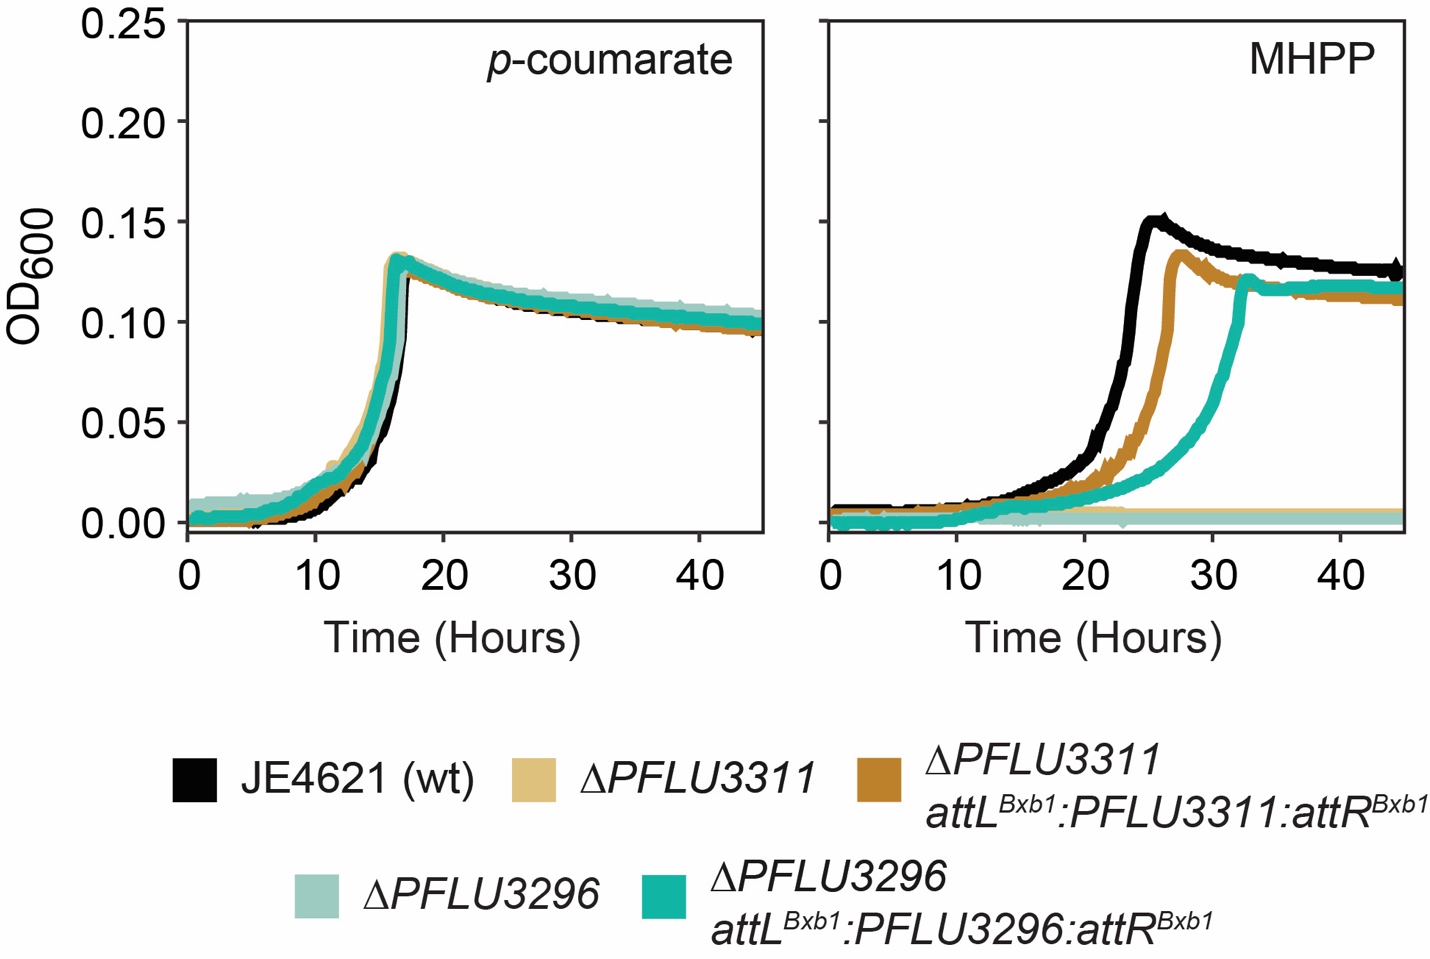

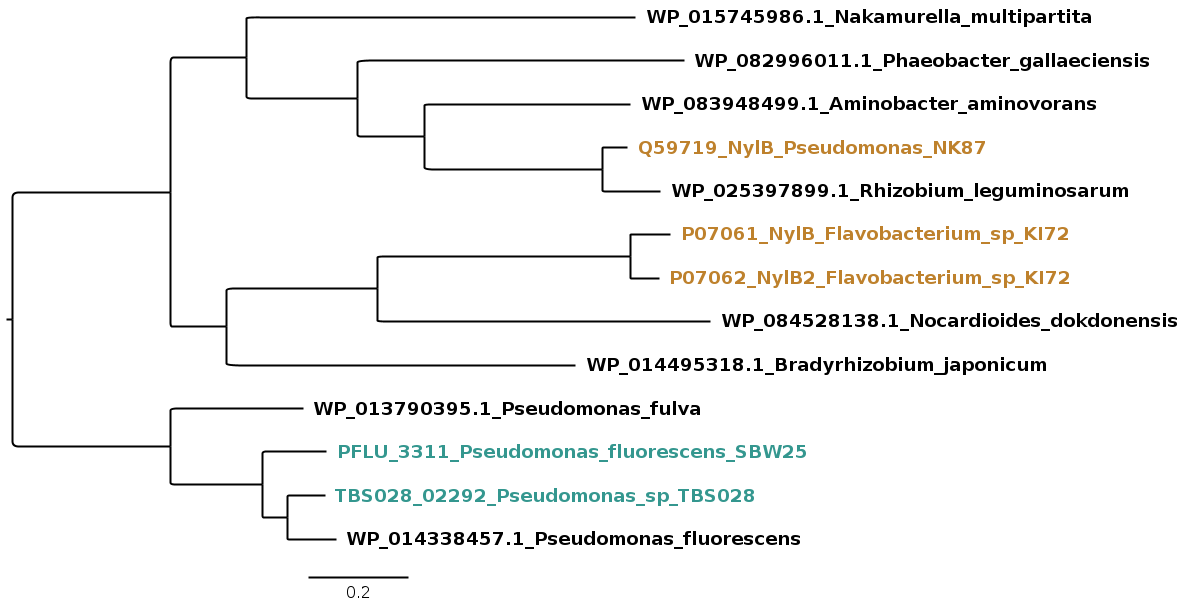
**

**Supplementary Fig. S7. Phylogenetic tree of serine hydrolases.** Serine hydrolase sequences from P. fluorescens SBW25 (teal) and Pseudomonas sp. TBS028 (teal) were aligned against proteins with known 6-aminohexanoate-dimer hydrolase activity (tan) and a selection of uncharacterized proteins with the closest sequence similarity to the methyl esterases (black). The proteins of interest only share ~35% AAID with the KI72 NylB and NylB2 sequences [1, 2].

**Supplemental Fig. S8. Deletion of putative aromatic compound transporters have varying impacts upon growth when using phenylpropanoids as carbon sources.** Microtiter plate cultivation assays comparing growth of three *P. fluorescens* strains in MME medium containing 2.5 mM *p*-coumaric acid, 2.5 mM MHPP, or 2.5 mM phloretic acid as the sole carbon source. Each panel contains a single representative curve from one of three biological replicates.

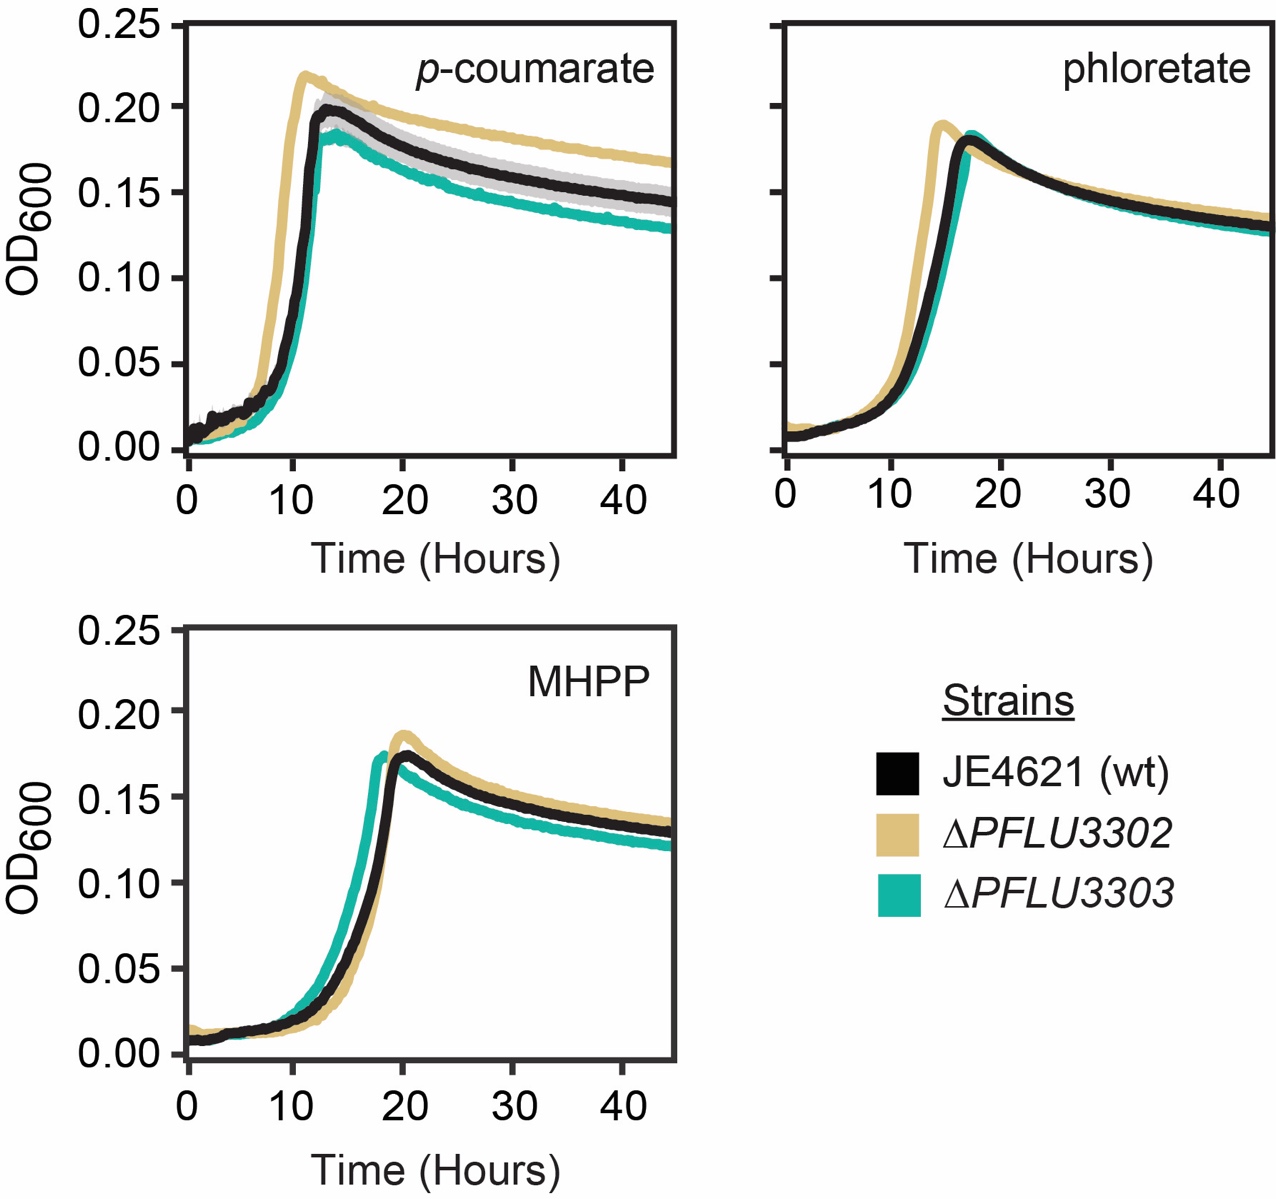

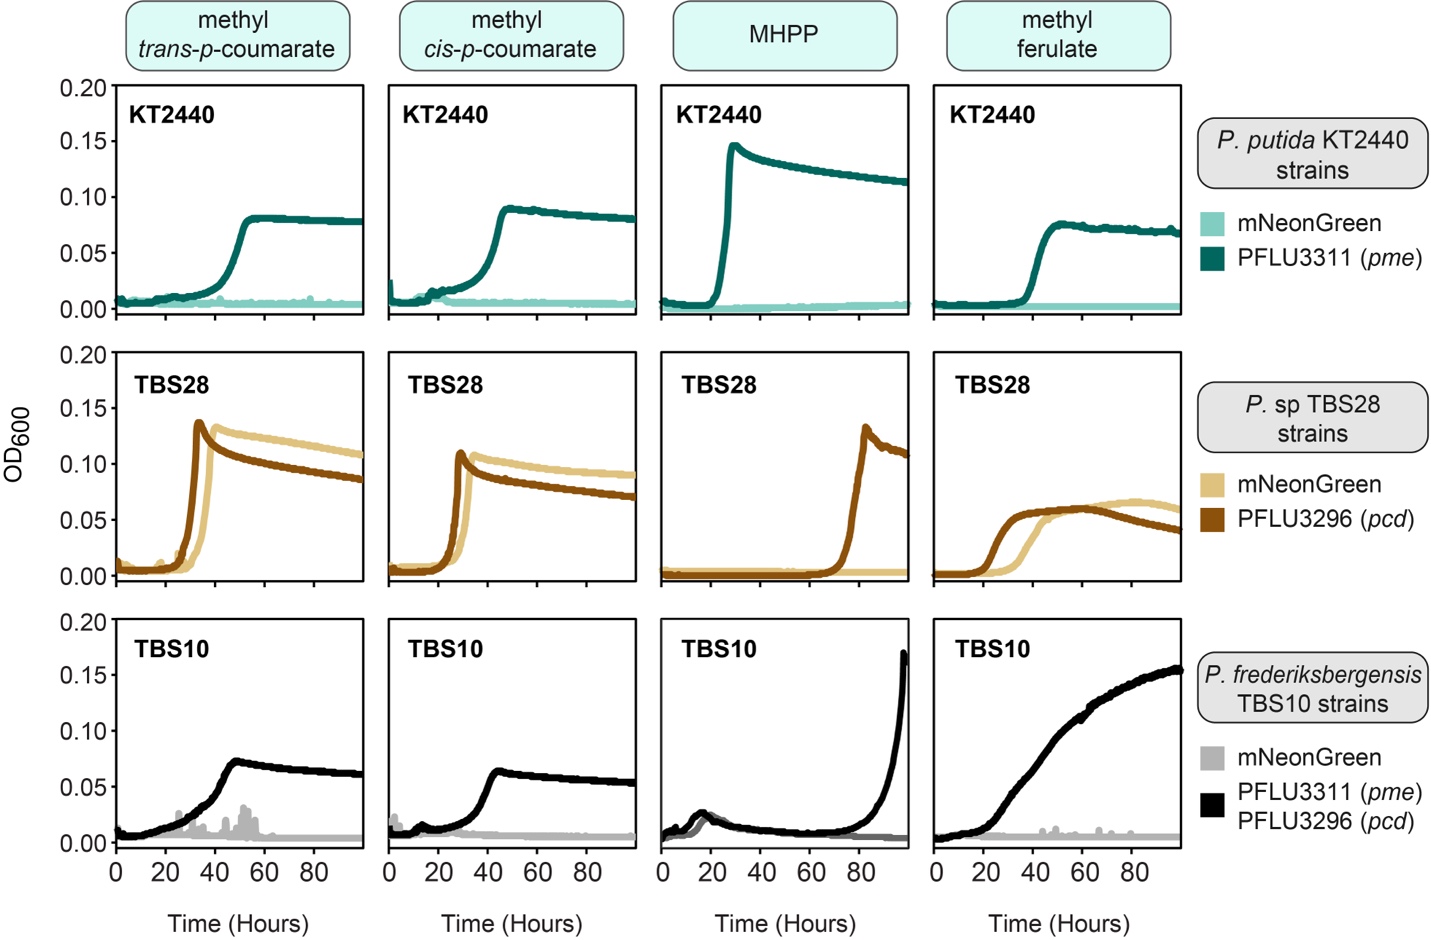

**Supplementary Fig. S9. Transfer of *pme* and *pcd* genes enables heterologous hosts to use PPMEs as carbon sources.** Microtiter plate cultivation assays comparing growth of Pseudomonads expressing either the fluorescent protein mNeonGreen or the Pme/Pcd enzymes from SBW25. Assays were performed with MME medium containing 2.5 mM of the indicated carbon source. Each panel contains a single representative curve from one of three biological replicates.

| **Supplementary Table S1. Strains and Plasmids used in this study.** | |  |
| --- | --- | --- |
| **Name** | **Relevant Genotype** | **Source** |
| *Strains* |  |  |
| NEB 5-alpha F'Iq | *Escherichia coli* F´ *proA^+^B^+^ lacI^q^ ∆(lacZ)M15 zzf::Tn10* (Tet^R^) */ fhuA2∆(argF-lacZ)U169 phoA glnV44 Φ80Δ(lacZ)M15 gyrA96 recA1 relA1 endA1 thi-1 hsdR17* | New England Biolabs |
| SBW25 | *Pseudomonas fluorescens SBW25* | [3] |
| KT2440 | *Pseudomonas putida* KT2440 | [4] |
| TBS10 | *Pseudomonas frederiksbergensis* TBS10 | [5] |
| TBS28 | Pseudomonas sp. TBS28 | this work |
| Pf-5 | *Pseudomonas protegens* Pf-5 | [6] |
| DSM4188 | *Pseudomonas stutzeri* DSM4166 | [7] |
| TBS49 | *Pseudomonas* sp. TBS49 | this work |
| JE4621 | *P. fluorescens* SBW25 3’ *ampC*:poly-*attB* | [5] |
| JE90 | *P. putida* KT2440 ∆hsdR::Bxb1int-*attB* | [8] |
| RS175 | *P. facilor* 3’ *ampC*:poly-*attB* | this work |
| JE5041 | *P. frederiksbergensis* TBS10 *att*^Tn5^:10x poly-*attB*:*att*^Tn5^ | this work |
| RS137 | *P. fluorescens* JE4621 ∆PFLU3296 (pcd) | this work |
| AW65 | *P. fluorescens* JE4621 ∆PFLU3297 | this work |
| AW54 | *P. fluorescens* JE4621 ∆PFLU3298 (*fcs*) | this work |
| AW51 | *P. fluorescens* JE4621 ∆PFLU3300 (*ech*) | this work |
| RS183 | *P. fluorescens* JE4621 ∆PFLU3302 | this work |
| RS184 | *P. fluorescens* JE4621 ∆PFLU3303 | this work |
| AF001 | *P. fluorescens* JE4621 ∆PFLU3311 (*pme*) | this work |
| AW70 | *P. fluorescens* JE4621 ∆PFLU3296 *attL*^Bxb1^:pAW30:*attR*^Bxb1^ | this work |
| AW71 | *P. fluorescens* JE4621 ∆PFLU3311 *attL*^Bxb1^:pJE1918:*attR*^Bxb1^ | this work |
| AW72 | *P. fluorescens* JE4621 ∆PFLU3311 *attL*^Bxb1^:pJE1944:*attR*^Bxb1^ | this work |
| AW74 | *P. fredericksbergensis* JE5041 *attL*^Bxb1^:pJE1920:*attR*^Bxb1^ | this work |
| AW73 | *P. putida* JE90 *attL*^Bxb1^:pJE1918:*attR*^Bxb1^ | this work |
| AW75 | *P*. sp RS175 *attL*^Bxb1^:pAW30:*attR*^Bxb1^ | this work |
| AW76 | *P. fredericksbergensis* JE5041 *attL*^Bxb1^:pJE1045:*attR*^Bxb1^ | this work |
| AW77 | *P. putida* JE90 *attL*^Bxb1^:pJE1045:*attR*^Bxb1^ | this work |
| AW78 | *P*. sp. RS175 *attL*^Bxb1^:pJE1045:*attR*^Bxb1^ | this work |
|  |  |  |
| *Plasmids* |  |  |
| pK18sB | pUC origin, *nptII*, *sacB* | [9] |
| pGW31 | pUC origin, AprR*,* P_tac_:*Bxb1 integrase* ∆mSF^ts1^ | [5] |
| pJE1045 | pJE990 P_tac_:*mNeonGreen* | [10] |
| pGW60 | pJE990 P_tac-mod_:*mNeonGreen,* 10x poly-*attP* cassette | [5] |
| pJE1918 | pJE990 P_tac_:PFLU3311 | this work |
| pJE1920 | pJE990 P_tac_:PFLU3311:PFLU3296 | this work |
| pAW30 | pJE990 P_tac_:PFLU3296 | this work |
| pRS329 | pK18sB 3’*ampC*:poly-*attB* in TBS28 | this work |
| pRS309 | pK18sB ∆PFLU3296 | this work |
| pAW5 | pK18sB ∆PFLU3297 | this work |
| pAW11 | pK18sB ∆PFLU3298 | this work |
| pAW6 | pK18sB ∆PFLU3300 | this work |
| pRS337 | pK18sB ∆PFLU3302 | this work |
| pRS338 | pK18sB ∆PFLU3303 | this work |
| pAF002 | pK18sB ∆PFLU3311 | this work |
| pEVF-SBP1-P2 | PFLU3311 expression vector | this work |

**Supplementary Table S2. Oligos**

| **Supplementary Table S3. Orthologs of SBW25 genes in other Pseudomonads** | | | | |  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  | **KT2440** | | | | **TBS10** | | | | **TBS28** | | | |
|  | **SBW25 locus** | **product** | **locus** | **% identity** | **% positive** | **% gaps** | **locus** | **% identity** | **% positive** | **% gaps** | **locus** | **% identity** | **% positive** | **% gaps** |
| ech operon | PFLU3296 | acyl-CoA dehydrogenase | PP3354 | 66 | 74 | 2 | --- | --- | --- | --- | --- | --- | --- | --- |
|  | PFLU3297 | thiolase family protein | PP3355 | 75 | 81 | 0 | --- | --- | --- | --- | --- | --- | --- | --- |
|  | PFLU3298 | feruloyl-CoA synthase | PP3356 | 77 | 85 | 0 | PFR10_01918 | 85 | 92 | 0 | PFA28_01839 | 86 | 92 | 0 |
|  | PFLU3299 | aldehyde dehydrogenase | PP3357 | 87 | 92 | 0 | PFR10_01919 | 92 | 94 | 0 | PFA28_01838 | 91 | 94 | 0 |
|  | PFLU3300 | p-hydroxycinnamoyl CoA hydratase/lyase | PP3358 | 93 | 96 | 0 | PFR10_01920 | 99 | 100 | 0 | PFA28_01837 | 98 | 99 | 0 |
| ech regulator | PFLU3301 | MarR family transcriptional regulator | PP3359 | 80 | 87 | 0 | PFR10_01921 | 80 | 88 | 0 | PFA28_01836 | 83 | 90 | 0 |
| conserved PP transporters | PFLU3302 | OprD family porin | --- | --- | --- | --- | PFR10_01922 | 82 | 90 | 0 | PFA28_01835 | 80 | 89 | 0 |
|  | PFLU3303 | 3-(3-hydroxy-phenyl)propionate transporter MhpT | PP3349 | 58 | 72 | 0 | PFR10_01923 | 82 | 89 | 0 | PFA28_01834 | 85 | 90 | 0 |
| uncharacterized MHPP-upregulated gene cluster | PFLU3304 | hypothetical protein | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | PFLU3305 | coniferyl alcohol dehydrogenase | --- | --- | --- | --- | PFR10_01928 | 69 | 78 | 0 | PFA28_01987 | 71 | 81 | 0 |
|  | PFLU3306 | benzaldehyde dehydrogenase | --- | --- | --- | --- | PFR10_01929 | 86 | 92 | 0 | --- | --- | --- | --- |
|  | PFLU3307 | sigma-54-dependent Fis family transcriptional regulator | --- | --- | --- | --- | PFR10_01930 | 79 | 85 | 0 | PFA28_01986 | 54 | 69 | 4 |
|  | PFLU3308 | TetR/AcrR family transcriptional regulator | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | PFLU3309 | polyamine ABC transporter substrate-binding protein | PP5341 | 55 | 73 | 0 | PFR10_04530 | 54 | 73 | 0 | PFA28_02290 | 82 | 90 | 0 |
|  | PFLU3310 | hypothetical protein | --- | --- | --- | --- | --- | --- | --- | --- | PFA28_02291 | 82 | 88 | 0 |
|  | PFLU3311 | serine hydrolase | --- | --- | --- | --- | --- | --- | --- | --- | PFA28_02292 | 81 | 87 | 0 |
| Results from BLASTp pairwise alignment of SBW25 proteins with most highly similar proteins in the indicated organism. No value is listed if the most similar protein has <50% identity and <90% query coverage. | | | | | | | | | | | | | | |

| **Supplementary Table S4. Sequences of functionally verified serine hydrolases.** | |
| --- | --- |
| **Protein** | **Protein Sequence** |
| Pme from Pseudomonas fluorescens SBW25 (PFLU3311) | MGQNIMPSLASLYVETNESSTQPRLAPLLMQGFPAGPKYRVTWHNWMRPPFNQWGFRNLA  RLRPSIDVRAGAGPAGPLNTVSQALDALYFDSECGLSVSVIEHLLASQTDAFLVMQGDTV  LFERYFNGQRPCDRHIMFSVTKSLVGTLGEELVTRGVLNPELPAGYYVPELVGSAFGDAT  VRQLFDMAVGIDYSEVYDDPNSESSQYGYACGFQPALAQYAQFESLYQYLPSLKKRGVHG  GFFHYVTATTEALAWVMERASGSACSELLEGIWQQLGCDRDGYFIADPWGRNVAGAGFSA  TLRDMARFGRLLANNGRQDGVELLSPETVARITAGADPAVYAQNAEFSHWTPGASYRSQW  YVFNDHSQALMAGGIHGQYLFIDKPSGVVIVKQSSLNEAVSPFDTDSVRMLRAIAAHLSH |
| Pme from Pseudomonas sp. TBS28 (PFA28_02292) | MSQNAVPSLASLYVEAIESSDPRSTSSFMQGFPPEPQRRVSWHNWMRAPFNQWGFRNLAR  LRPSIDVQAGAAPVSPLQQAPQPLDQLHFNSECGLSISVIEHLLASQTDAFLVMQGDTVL  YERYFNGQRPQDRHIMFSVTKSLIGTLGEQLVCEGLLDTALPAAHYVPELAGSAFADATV  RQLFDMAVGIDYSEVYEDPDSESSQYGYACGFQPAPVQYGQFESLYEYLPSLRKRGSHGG  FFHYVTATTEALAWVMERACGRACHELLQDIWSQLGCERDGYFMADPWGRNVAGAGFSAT  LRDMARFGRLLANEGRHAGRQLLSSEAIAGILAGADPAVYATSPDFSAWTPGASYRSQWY  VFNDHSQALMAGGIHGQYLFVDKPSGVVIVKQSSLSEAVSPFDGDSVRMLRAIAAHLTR |
| NylB from Paenarthobacter ureafaciens KI72  (previously Arthobacter sp. KI72) | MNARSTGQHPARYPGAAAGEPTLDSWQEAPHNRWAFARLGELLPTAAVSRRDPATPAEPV  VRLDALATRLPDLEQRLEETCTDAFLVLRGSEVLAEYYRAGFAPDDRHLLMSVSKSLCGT  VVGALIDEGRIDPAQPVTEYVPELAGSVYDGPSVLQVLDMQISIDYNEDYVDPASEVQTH  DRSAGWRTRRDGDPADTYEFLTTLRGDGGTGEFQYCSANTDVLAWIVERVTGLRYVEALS  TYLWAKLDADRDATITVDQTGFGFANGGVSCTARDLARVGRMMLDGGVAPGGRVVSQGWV  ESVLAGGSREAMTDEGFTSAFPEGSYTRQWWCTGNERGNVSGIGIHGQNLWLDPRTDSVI  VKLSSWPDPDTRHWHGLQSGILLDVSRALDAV |
| NylB from Pseudomonas sp. NK87 | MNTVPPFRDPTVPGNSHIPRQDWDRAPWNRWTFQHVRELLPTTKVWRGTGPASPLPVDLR  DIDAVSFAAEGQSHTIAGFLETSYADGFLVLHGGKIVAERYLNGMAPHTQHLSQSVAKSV  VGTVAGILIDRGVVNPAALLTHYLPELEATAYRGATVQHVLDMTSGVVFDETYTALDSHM  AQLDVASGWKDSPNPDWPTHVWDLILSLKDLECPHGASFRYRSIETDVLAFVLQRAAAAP  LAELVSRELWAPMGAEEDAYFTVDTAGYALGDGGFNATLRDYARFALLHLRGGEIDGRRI  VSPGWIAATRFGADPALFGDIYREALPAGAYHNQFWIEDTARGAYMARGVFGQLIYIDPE  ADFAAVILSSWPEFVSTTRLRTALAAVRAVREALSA |

**References**

1. Kanagawa K, Oishi M, Negoro S *et al.* Characterization of the 6-aminohexanoate-dimer hydrolase from pseudomonas sp nk87. *Journal of General Microbiology*. 1993;**139**:787-95 https://doi.org/Doi 10.1099/00221287-139-4-787

2. Kinoshita S, Terada T, Taniguchi T *et al.* Purification and characterization of 6-aminohexanoic-acid-oligomer hydrolase of flavobacterium sp. Ki72. *Eur J Biochem*. 1981;**116**:547-51 https://doi.org/10.1111/j.1432-1033.1981.tb05371.x

3. Bailey MJ, Lilley AK, Thompson IP *et al.* Site directed chromosomal marking of a fluorescent pseudomonad isolated from the phytosphere of sugar beet; stability and potential for marker gene transfer. *Mol Ecol*. 1995;**4**:755-63 https://doi.org/10.1111/j.1365-294x.1995.tb00276.x

4. Bagdasarian M, Lurz R, Ruckert B *et al.* Specific-purpose plasmid cloning vectors. Ii. Broad host range, high copy number, rsf1010-derived vectors, and a host-vector system for gene cloning in pseudomonas. *Gene*. 1981;**16**:237-47 https://doi.org/10.1016/0378-1119(81)90080-9

5. Elmore JR, Dexter GN, Baldino H *et al.* High-throughput genetic engineering of nonmodel and undomesticated bacteria via iterative site-specific genome integration. *Sci Adv*. 2023;**9**:eade1285 https://doi.org/10.1126/sciadv.ade1285

6. Paulsen IT, Press CM, Ravel J *et al.* Complete genome sequence of the plant commensal pseudomonas fluorescens pf-5. *Nat Biotechnol*. 2005;**23**:873-8 https://doi.org/10.1038/nbt1110

7. Vermeiren H, Willems A, Schoofs G *et al.* The rice inoculant strain alcaligenes faecalis a15 is a nitrogen-fixing pseudomonas stutzeri. *Syst Appl Microbiol*. 1999;**22**:215-24 https://doi.org/10.1016/S0723-2020(99)80068-X

8. Elmore JR, Furches A, Wolff GN *et al.* Development of a high efficiency integration system and promoter library for rapid modification of pseudomonas putida kt2440. *Metab Eng Commun*. 2017;**5**:1-8 https://doi.org/10.1016/j.meteno.2017.04.001

9. Jayakody LN, Johnson CW, Whitham JM *et al.* Thermochemical wastewater valorization via enhanced microbial toxicity tolerance. *Energy & Environmental Science*. 2018;**11**:1625-38 https://doi.org/10.1039/c8ee00460a

10. Elmore JR, Dexter GN, Salvachua D *et al.* Production of itaconic acid from alkali pretreated lignin by dynamic two stage bioconversion. *Nature Communications*. 2021;**12** https://doi.org/ARTN 2261

10.1038/s41467-021-22556-8

How the deposited data were processed for this re-analysis (not part of the article)

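Gene expression was measured by RNA sequencing in 8 cultures of *P. fluorescens* SBW25, 4 grown on MHPP and 4 on glucose, grouped by the carbon source in the sample labels. A company extracted the RNA, depleted ribosomal RNA and sequenced the libraries. The authors mapped Illumina reads to the SBW25 genome in Geneious Prime and counted reads per annotated gene. The authors then ran DESeq2 as built into that package. The version of Geneious and the settings of the mapping, counting and DESeq2 steps are not given in the sources used here.

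The authors' deposited table is the output of that DESeq2 comparison. Its base mean is a signal made by the authors, the mean over the 8 libraries of counts divided by size factors. The log2 fold change of MHPP over glucose, its standard error on the log2 scale, the Wald score (log2 fold change over standard error), the p-value and the adjusted p-value are likewise the authors'. The deposited Wald score equalled the log2 fold change over its standard error to within 1.8e-07. The deposited adjusted p-values were recomputed by the Benjamini-Hochberg method over the 6000 genes with a p-value. The relative difference was at most 0.0079, as rounding of the deposited values would give. The table has no value per library, so no count model was fitted here and the depth per library is unknown. The precision of each gene is therefore known only through its standard error.

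The design written before the data were examined allowed for a table of counts or for a table of results like this one, and the second form was used. It also assumed product names from a reference annotation. The reference table supplied belongs to another strain, and 0 of the 6060 IDs were found in it, so it was not used. Product names came from Supplementary File F1 instead (first 1652 of 5385 genes), and PFLU tags from Supplementary File F2 (first 1999 of 6060 genes) and, for later genes, from the values of Table 1. The maps of the plasmids in the supplement also pair 2 genes, PFLU3296 (1743 bp) and PFLU3311 (1263 bp). No set or overlap test was run on these files, since they were held only in part.

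What was computed here was the following. Intervals at 95% were computed from the log2 fold change and its standard error with a normal reference. Group means came from the base mean and the fold change, and the spread between cultures from the standard error and the group means. The one-sided Wald test beyond a log2 fold change of 3 used a normal reference, and its p-values were adjusted by the Benjamini-Hochberg method. Windows of 8 neighbouring genes followed the order of the table. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used. The one-sided test was tested on simulated data with 5564 genes, 200 of them changed. It called 85% of 100 genes set 32-fold higher and 94% of 50 genes set 32-fold lower. It called 0 of 50 genes set 4-fold higher and 0 unchanged genes. The simulated standard errors used the spread that had generated the counts, so error in estimating that spread was not tested. No gene was set at 8-fold and unchanged genes lie far from that threshold, so false calls at the threshold were not tested either.

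The genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene the paper names by locus tag, and the 10 largest and 10 smallest log2 fold changes among other genes with a base mean of at least 50 and an adjusted p-value under 0.05. It also takes the dehydrogenases that changed by at least 2-fold. The values of Table 1 and of the held part of Supplementary File F2 had been seen by then. Genes that the held parts of the files do not pair with a PFLU tag are mostly given as counts. Genes named outside the rule are said to be so.

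The alternatives fixed before the data were examined were an adjusted p-value threshold of 0.01 or none, fold thresholds of 4 and 16 (and 2 for the dehydrogenases), base means of at least 10 or 100, shrunk log2 fold changes, centring on the median of genes with a base mean of at least 10 (0.0062 on the log2 scale), Benjamini-Hochberg adjustment over all genes, a t reference with 6 degrees of freedom, the mean in place of the median, and wider product terms. The fixed list asked for a normal prior fitted to all genes but did not say how to fit it. Maximum likelihood, which gave a width (SD) of 0.92, was chosen once the table was in hand. Further cutoffs were tried later, partly in a search for the number of genes the paper gives, and are listed with the differences from the paper.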

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

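The regions PFLU0979 to PFLU0990 and PFLU1170 to PFLU1187 and the genes PFLU1375 and PFLU_RS02795 are not discussed in the paper. Both regions were chosen after their values were seen. Apart from PFLU0990, their genes fall outside the rule for named genes. The tests in this part were chosen after the result was seen, except the comparison of PFLU_RS02795 with other genes at its expression level and the base mean limit of 100, an alternative fixed before the data were examined.

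No value per library was at hand, but the computed spread between cultures bears on whether 1 culture carries a whole change. If 1 of 4 cultures did so and the other cultures did not vary, the spread over both substrates would take a value set by the fold change. That value was estimated by maximum likelihood with one gamma shape for both substrates. Genes with a base mean of at least 100 had computed spreads with a median of 14.6%, the highest being 128%. The model behind the standard errors can moderate a spread, and its settings are not given in the sources used here. For this reason the explanation was taken to be argued against only where the computed spread was lower by more than a factor of 1.5 in every gene. That limit was set after the ratios were seen and is the strictest of 3 considered. Under the others, a lower factor in every gene or the same factor for the median gene, the outcome differed for PFLU1170 to PFLU1187 alone. Unequal cultures, or a change shared by some of them, stay open throughout.

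All 12 genes PFLU0979 to PFLU0990, which include alginate genes such as PFLU0980 (alginate O-acetyltransferase AlgF, named after its value was seen), had higher expression in MHPP. Their median log2 fold change in the authors' deposited table was 2.43, from 1.30 to 3.67, with adjusted p-values of at most 7.5e-05. A single scaling factor would move neighbouring genes alike, but the region lay 2.44 above the median of the 5 genes on each side. These neighbours were not uniform, from -0.68 to 2.84, the highest being PFLU0973, named after its value was seen. A general rise at this expression level is argued against by the 200 other genes nearest in base mean to each gene, whose median log2 fold changes lay between -0.098 and 0.098. These are 3.33% of the 6000 genes with a p-value, too few for the scaling to hold their median near 0. Wider sets were tried first and say less, because scaling pulls the median of a large share of all genes toward 0. Genes within a factor of 2 of each base mean, up to 30.3% of all, had medians between -0.073 and 0.025. One culture carrying the whole change is argued against too. It would give a spread of 62.9% to 115%, and the computed spread was 26.1% to 50.5%, lower in 12 of 12 genes by a median factor of 2.28 and at least 1.90. The paper's fitness values on MHPP for these genes lie between -0.04 and 0.26, inside its limit. The carbon source stays among the open explanations.

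The 15 genes listed at PFLU1170 to PFLU1187, a region of phage tail genes, had higher expression in glucose. Their median log2 fold change in the authors' deposited table was -2.17, from -2.79 to -1.17, with adjusted p-values of at most 0.033. Some of these genes had few reads, with base means from 4.09 to 715 in the authors' deposited table. The region lay at -1.96 relative to the 5 genes on each side, which ranged from -0.77 to 0.49, and this argues against one scaling factor. The 200 other genes nearest in base mean to each gene had medians between -0.081 and 0.18, which argues against a general fall at these levels. Genes within a factor of 2, up to 30.5% of all, had medians between -0.055 and 0.12, with the same limit on what so wide a set can show. One culture carrying the whole change would give a spread of 58.6% to 99.1%. The computed spread was 34.8% to 49.5%, lower in 15 of 15 genes by a median factor of 1.94, but by a lowest factor of 1.38, short of the limit. One culture carrying the whole change and the carbon source therefore cannot be told apart for these 15 genes without values per library, and whether 1 culture is argued against depends on the limit chosen.

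Expression was at least 8-fold higher in glucose for 28 genes in the authors' deposited table, which the paper plots in Supplementary Fig. S3 and does not describe. All 28 had a base mean of at least 100, so low counts are argued against. One culture carrying the whole change is argued against by computed spreads lower than it would give in 28 of 28 genes, by a median factor of 5.17 and at least 2.19. The held parts of the supplementary files do not pair the 28 genes with names, so what they encode was not analysed here. Reads shared between similar genes were not tested.

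PFLU1375 (OprD family porin) had a log2 fold change of 6.25 in the authors' deposited table, the highest among genes with an adjusted p-value under 0.05 that the paper does not name. In the order of the table it follows the raised genes PFLU1362 to PFLU1371, with PFLU1372 to PFLU1374 between. These 3 genes, named after their values were seen, rose as well, with log2 fold changes of 2.64, 1.73 and 3.43 in the authors' deposited table, as transcription running through them would give. The computed count of PFLU1375 in MHPP was 10.8 times the highest of theirs. Lengths and strands of these genes were not used here, so the counts are not compared per base, and reads running on from PFLU1371 and a separate rise of PFLU1375 cannot be told apart. One culture carrying the whole change would give a spread 5.52 times the computed one of 27.1%. The next gene, PFLU1376, also named after its value was seen, had a log2 fold change of -0.18 in the authors' deposited table. The paper's fitness value of PFLU1375 on MHPP is 0.05. Reads shared with other porin genes of the family, such as PFLU3302, were not tested and stay open, as does the carbon source.

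PFLU_RS02795 had a log2 fold change of 4.54 in the authors' deposited table, with computed counts of 309 in glucose and 7184 in MHPP. The 409 other genes within a factor of 2 of its base mean had a median log2 fold change of -0.21, which argues against a general rise at that level. One culture carrying the whole change would give a spread 4.10 times the computed one of 31.2%. PFLU0568 (bacterioferritin), chosen after its value was seen, lies close to it in the table. It had a log2 fold change of 2.53 and no p-value in the authors' deposited table, with a computed spread of 72.1%. The carbon source stays open.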

How the results depend on the processing

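The fit of the prior, the prior width matched to the upper 5% of log2 fold changes, the fixed prior widths, the log2 cutoffs other than 3 and the base mean limits of 50, 300 and 500 were chosen after the result was seen. The other alternatives were fixed before the data were examined.

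Over 13 results and 76 comparisons with an alternative, 50 stayed within the limits set for an unchanged value, 26 moved and 0 reversed. A count was taken as unchanged within 1.5 times its value, and a median log2 fold change within the median standard error of its genes. The limit for counts is wide, so a fall from 70 to 49 genes is among the 50. Some of the 50 could not have moved and say nothing of stability. Benjamini-Hochberg adjustment over all genes repeats the deposited adjustment. A dehydrogenase count of 0 cannot fall under a stricter limit, and the wider product terms found no more than the same number of genes, 13. For all 51 genes examined singly, the t reference left the side of the adjusted p-value threshold as it was. That too says little of stability, since none of these genes lay near the threshold. PFLU1376 had an adjusted p-value of 0.36 in the authors' deposited table, from DESeq2, and every other gene had 1.9e-08 or less. Shrinking cannot change a direction. Of 36 genes examined singly that were at least 8-fold higher in MHPP, it took 4 under 8-fold. These were PFLU3301 (2.99), PFLU0990 (2.97), PFLU0071 (2.77, named after its value was seen) and 1 gene without a PFLU tag. Centring shifted the median by 0.0062, so it is a weak test of the scaling. It changed the share of differentially expressed genes that were higher in MHPP from 48.2% to 47.8%.

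Fold thresholds moved the counts by construction. Genes higher in MHPP numbered 204 at 4-fold and 28 at 16-fold, against 70 at 8-fold. Genes higher in glucose numbered 62 and 13, against 28. The one-sided test beyond 4-fold gave 66 genes in MHPP and 29 in glucose, against 26 and 15 beyond 8-fold. With the t reference the test beyond 8-fold gave 21 and 10. Among the dehydrogenases, 2 passed a 2-fold threshold and 0 passed 8-fold.

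The number of genes higher in MHPP moved with the treatment of error. Shrinking with the fitted prior gave 43, and with the prior matched to the upper 5% gave 45. Prior widths of 0.7, 0.8, 0.85, 0.9, 0.95, 1, 1.1 and 1.2 gave 35, 42, 42, 43, 44, 46, 48 and 49. The log2 cutoffs 2.58, 3.3, 3.4, 3.45 and 3.5 gave 106, 49, 46, 43 and 41. A base mean of at least 50, 300 and 500 left 63, 49 and 38 genes. Adjusted p-value thresholds, the t reference and base means of at least 10 or 100 left between 62 and 71 genes.

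With the t reference, 1674 genes were differentially expressed, against 2513 with the normal one. The heavier tails of that reference raise every p-value, so the fall follows from its construction. Other alternatives gave between 1990 and 2515.

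The median log2 fold change of PFLU3296 to PFLU3303 was 7.94, and was 7.67 after shrinking, with a mean of 7.40. For PFLU3304 to PFLU3311 it was 6.75, and 6.08 after shrinking, with a mean of 5.93. For the downstream genes it was 5.00, and 4.85 after shrinking. Shrinking pulls values toward 0 by construction, and the means lie lower because the regulator genes changed less. All genes of these groups kept an adjusted p-value under 0.05 with the t reference.

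No paired analysis was possible because the table has no value per library, and so no replicate numbers. For the same reason leaving out each replicate, a replicate block, another normalization or test from counts, a pseudocount, and regrouping of the libraries were not run. The depth of the libraries is unknown, and the standard error of each gene sets what can be resolved.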

Differences from the paper's values

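The log2 cutoffs, the extra base mean limits, the further prior widths and the genes PFLU1365 and PFLU1368 were chosen after the result was seen.

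The paper gives 43 genes upregulated by at least 8-fold in MHPP, and 70 genes met that fold change with an adjusted p-value under 0.05 in the values used here. The paper's text does not name the adjusted p-value threshold, and without one the number was 71. Of the alternatives fixed before the data were examined, shrunk log2 fold changes gave 43, and a base mean of at least 100 gave 62, within 1.5 times of the paper's number. An adjusted p-value threshold of 0.01 (69), fold thresholds of 4 (204) and 16 (28), a base mean of at least 10 (67), centring (70), Benjamini-Hochberg adjustment over all genes (70) and the t reference (67) did not come that close.

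Shrinking was on the fixed list, but how to fit its prior was not, and the maximum-likelihood fit was made with the table in hand. The other fit tried, matched to the upper 5% of log2 fold changes and chosen after seeing the values, gave 45. Of 8 fixed prior widths tried and chosen after seeing the values, 0.9 also gave 43. The match at 43 thus holds for a narrow range of widths. In a search for the paper's number, a log2 cutoff of 3.45, chosen after seeing the values, also gave 43, and other cutoffs and base mean limits in that search gave from 38 to 106. Base mean limits of 300 and 500, chosen after seeing the values, gave 49 and 38, so the number passes the paper's between them, and these limits drop 1 and 3 of the genes named by the paper that are at least 8-fold higher. Of the 22 genes named by the paper that are at least 8-fold higher, the fitted prior and the width of 0.9 drop 1 (PFLU3301), and the cutoff of 3.45 drops 2 (PFLU1369 and PFLU3301). None of these settings is described in the paper as its method. The log2 fold changes printed in Table 1 match the values without shrinking for 16 of 16 genes, whereas after shrinking 13 of the 16 lay further from the printed value than their standard error.

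The paper counts PFLU3308 among its candidates. Its expression was 5.50-fold higher in MHPP, under the 8-fold threshold used here, and the 4-fold threshold, fixed before the data were examined, includes it. The paper's criterion is significantly higher expression, which PFLU3308 meets, with a 95% interval of 2.23 to 2.69. The paper's total is 16 genes. Among the 24 genes it names that could be paired, 14 met both conditions with the 8-fold threshold. With significantly higher expression in its place, PFLU3308 was included, for 15. With PFLU1365 and PFLU1368 added to the 14, the total at 8-fold was 16, without PFLU3308. Adding PFLU3308 gave 17, which mixes thresholds, since PFLU1365 and PFLU1368 were sought at 8-fold only. These totals are therefore not over the same set of genes as the paper's.

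The paper reports that differential expression was not observed for other putative dehydrogenases of alcohol, aldehyde or formate. Over the 13 such genes in the held part of the product names, 0 passed 8-fold and 8 had an adjusted p-value under 0.05, with log2 fold changes from -1.07 to 0.81. The 2-fold threshold, fixed before the data were examined, gave 2.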

Other observations

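The tests in this part were chosen after the result was seen, except the base mean limit of 100.

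Genes at least 8-fold higher in MHPP lie next to each other. Of the 70 genes, 45 stand beside another of them in the table, against a median of 2 and a highest value of 11 in 10000 random placements. Outside PFLU3296 to PFLU3311, 31 of 56 do so. A candidate explanation is that neighbouring genes share transcripts. The libraries did not keep the strand and no read positions were at hand, so shared regulation of separate transcripts stays open. The 28 genes higher in glucose also stood beside another such gene, in 28 of 28 cases, against at most 6 in the random placements.

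Low counts were tested as a reason for the 70 genes exceeding the paper's number. At a base mean of at least 100 there were 62, still above it, so genes with a base mean under 100 are argued against as the whole reason. Limits of 300 and 500 left 49 and 38 genes, on either side of the paper's 43. Such limits lie above the median base mean of 148, and whether one was applied stays open.

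The standard errors of PFLU0979 to PFLU0990 had a median of 0.41, against 0.12 for the downstream aromatic genes. Low counts are argued against, because the errors of the region lay at the median percentile 94.5 among genes within a factor of 2 of the same base mean, from 84.1 to 97.8. The downstream aromatic genes had a median percentile of 40.0. For PFLU1170 to PFLU1187 the median percentile was 95.9, from 64.6 to 98.0, so not every gene of that region had an unusual error. A hypothesis is that many genes of these regions varied between cultures of the same substrate, which may be tested with values per library. Whether such variation is technical or biological was not tested.

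The 28 genes with a fold change and no p-value lie close together. Of these, 16 stand within 3 rows of another, against a median of 0 and at most 7 in 10000 random placements, so chance placement is argued against. They include PFLU0551, PFLU0553, PFLU0554 and PFLU0556, and PFLU1576 and PFLU1577, named after their values were seen. A hypothesis is that single libraries departed from the others over whole neighbouring genes, which may be examined in values per library. The reason for the missing p-values is not given in the sources used here.

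PFLU1365 (3-oxoadipyl-CoA thiolase) and PFLU1368 (MFS transporter), which the paper's text does not list by tag, lie among the *pca* genes. The paper's fitness values on MHPP are -5.15 and -1.99. Log2 fold changes in the authors' deposited table were 5.06 and 3.26. Other raised genes of the authors' deposited table, chosen after their values were seen, were PFLU0071 (catalase HPII, 3.23) and PFLU1236 (OmpA family protein, 3.54). The paper's fitness values for both lie inside its limit. The genes PFLU1362 to PFLU1371 took 0.0532% of the normalized counts in glucose and 1.02% in MHPP.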
